# Transcriptome analyses provide insights into the expression pattern and sequence similarity of several taxol biosynthesis-related genes in three *Taxus* species

**DOI:** 10.1186/s12870-019-1645-x

**Published:** 2019-01-21

**Authors:** Ting Zhou, Xiujun Luo, Chunna Yu, Chengchao Zhang, Lei Zhang, Yao-bin Song, Ming Dong, Chenjia Shen

**Keywords:** Expression pattern, Taxol, Taxoid, *Taxus*, Transcriptome

## Abstract

**Background:**

Taxol is an efficient anticancer drug; however, the accumulation of taxoids can vary hugely among *Taxus* species. The mechanism underlying differential accumulation of taxoids is largely unknown. Thus, comparative analysis of the transcriptomes in three *Taxus* species, including *T. media*, *T. mairei* and *T. cuspidata*, was performed.

**Results:**

KEGG enrichment analysis revealed that the diterpenoid biosynthesis and cytochrome P450 pathways were significantly enriched in different comparisons. Differential expressions of these taxol biosynthesis related genes might be a potential explanation for the interspecific differential accumulation of taxol and its derivatives. Besides, the sequences of several MEP pathway-associated genes, such as *DXS*, *DXR*, *MCT*, *CMK*, *MDS*, *HDS*, *HDR*, *IPPI*, and *GGPPS*, were re-assembled based on independent transcriptomes from the three *Taxus* species. Phylogenetic analysis of these MEP pathway-associated enzymes also showed a high sequence similarity between *T. media* and *T. cuspidata*. Moreover, 48 JA-related transcription factor (TF) genes, including 10 *MYB*s, 5 *ERF*s, 4 *RAP*s, 3 *VTC*s, and 26 other TFs, were analyzed. Differential expression of these JA-related TF genes suggested distinct responses to exogenous JA applications in the three *Taxus* species.

**Conclusions:**

Our results provide insights into the expression pattern and sequence similarity of several taxol biosynthesis-related genes in three *Taxus* species. The data give us an opportunity to reveal the mechanism underlying the variations in the taxoid contents and to select the highest-yielding *Taxus* species.

**Electronic supplementary material:**

The online version of this article (10.1186/s12870-019-1645-x) contains supplementary material, which is available to authorized users.

## Background

Taxol (generic name paclitaxel), very important for certain types of cancer treatments, was first isolated from the bark of the Pacific yew *Taxus brevifolia* and gained marketing approval from the U.S. Food and Drug Administration for the treatment of various cancers [1]. Limited by several barriers, such as the slow growth of wild yews, destructive harvesting techniques, and complicated purification procedures, the demand for taxol exceeds the supply [2].

The metabolic pathway of taxol biosynthesis has been partially revealed. Firstly, three units of the C5 isoprenoid precursor isopentenyl diphosphate (IPP) and one unit of dimethylallyl diphosphate, which are produced by the plastidial 2-C-methyl-D-erythritol phosphate (MEP) pathway, are used to synthesize geranylgeranyl diphosphate (GGPP), the precursor of the diterpenoid taxane core [3]. The cyclization of GGPP to taxa-4(5),11(12)-diene is conducted by taxadiene synthase, which catalyzes a slow, but not rate-limiting step [4, 5]. Then, the pathway toward taxol involves many intermediate enzymatic steps, including eight hydroxylations, five acyl/aroyl transfer reactions, one epoxidation, one oxidation, two CoA esterifications and one *N*-benzoylation [6]. For example, several cytochrome P450s, including 2α-, 5α-, 7β-, 9α-, 10β-, 13α- and 14β-hydroxylases, participate in the oxygenation steps of taxadiene [7]. The assembly of the C13-side chain appended to baccatin III is considered to be the final step of the taxol biosynthesis pathway [8].

RNA-seq has been frequently used to evaluate the expression differences among different *Taxus* species. The first transcriptome of the *Taxus* genus was obtained from the cultured cells of *T. cuspidata* in 2010, and then the organ-specific transcriptomes of *T. mairei* were published in the same and next year [9, 10]. The deep sequencing of different *Taxus* species indicated roles of methyl-jasmonate (MeJA) in the regulation of the terpenoid biosynthesis pathway, which supplies the precursors for taxol biosynthesis [11–13]. A comparison between *T. media* and *T. mairei* transcriptomes provided insights into the differential expressions of candidate genes involved in the taxoid biosynthetic pathways [14]. Transcriptome profiles of *T. chinensis* under different temperatures revealed an involvement of various TF families, such as NAC, WRKY, bZIP, MYB, and ERF families, in the responses of Chinese yews to cold stress [15]. Recently, transcriptome assembly and systematic identification of the cytochrome P450 and WRKY families in *T. chinensis* have been performed by Yu’s group [16, 17]. In a novel *T. yunnanensis* cultivar, transcriptome profiling illustrated a specific regulation mechanism of taxol biosynthesis [18].

Recent technical advances in the large-scale identification of genes have revealed several complex processes involved in the regulation of plant metabolism [19, 20]. In nature, the amount of each taxoid varied among varieties and species [21–23]. Thus, investigations into the variations in the expression pattern and sequence similarity of the key genes involved in the metabolism of taxoids in three different *Taxus* species will provide an opportunity to select the highest-yielding species and to elucidate the mechanism underlying the species-related variations in the taxoid contents.

## Methods

### Plant materials and RNA extraction

Fresh twig samples were harvested from three-year-old cultivated *Taxus* trees, including *T. media*, *T. mairei*, and *T. cuspidata*, in March 2015 in a growth chamber of Hangzhou Normal University, Hangzhou, China (Fig. 1a). The growth conditions were set at 25 ± 1 °C with a light/dark cycle of 12/12 h and a 55–65% relative humidity. Five independent trees for each species were used in our study.

**Fig. 1:**
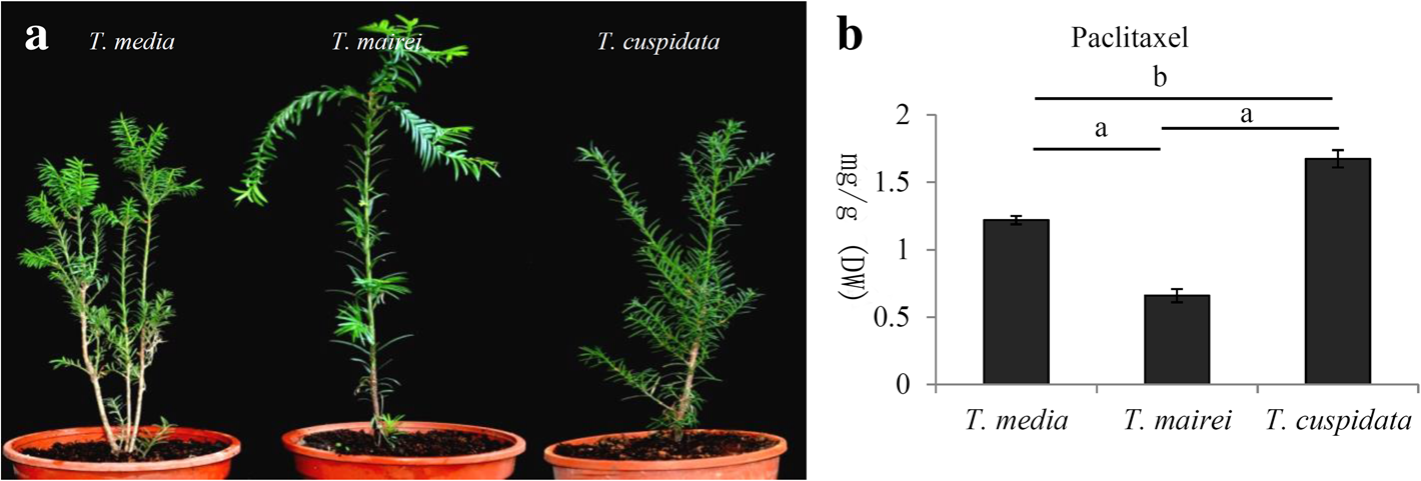
Variation of the contents of taxoids among three different *Taxus* species. **a** A picture of *T. media*, *T. mairei* and *T. cuspidata* under greenhouse condition. Fresh twigs were harvested from three cultivated *Taxus* species. **b** The contents of paclitaxel were quantified by HPLC-MS/MS method. A *P* value < 0.05 was considered to be statistically significant and indicated by “b” and *P* < 0.01 was indicated by “a”

For RNA isolation, we used the methodology previously described by Yu et al. [14]. In detail, total RNAs were extracted using an RNeasy plant mini kit (Qiagen, Hilden, Germany) according to its manual. DNA contamination was cleaned by adding DNase I to the mixture. The clean RNAs were checked using 1% agarose gel electrophoresis. The quality of total RNAs was confirmed using an RNA 6000 Nano LabChip kit (Agilent, Santa Clara, CA, USA) with an RNA integrity number > 7.0.

### Library preparation and transcriptomic analysis

Total RNA samples of 10 μg from each RNA extract (3 species × 3 biological replicates) were prepared. The methods of library preparation, de novo strategy and transcriptomic analysis were the same to our previous published work [14]. In brief, RNA representing a specific mRNA was subjected to oligo (dT) attached magnetic beads. Then, purified RNAs were fragmented into small pieces. These small fragments were reverse-transcribed to create cDNA libraries using a sample preparation kit (Illumina, San Diego, USA). Sequencing was carried out using an Illumina Hiseq 4000 platform (LC-Bio, Hangzhou, China) according to its protocol.

Three important parameters, including Q20, Q30 and GC content, were verified to evaluate all the reads using FastQC online tool (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). For de novo assembly, the transcriptome from each species was processed using software Trinity 2.4.0 [24]. For gene identification and expression analysis, the reads from different species were co-assembled, and for gene sequence analysis, the reads from different species were assembled separately. The raw sequence data has been submitted to the NCBI Short Read Archive with accession number GSE121523.

### Functional annotation and enrichment analysis

For gene annotation, we used the methodology previously described by Yu et al. [14]. In detail, all assembled unigenes were searched against various databases, including the non-redundant (Nr) protein, Gene Ontology (GO), SwissProt, Kyoto Encyclopedia of Genes and Genomes (KEGG), and eggNOG databases, with a threshold of *E* value < 0.00001. GO and KEGG enrichment analysis were performed on the DEGs by perl scripts in house.

### Differentially expressed unigene (DEGs) analysis

Expression levels for each unigene were calculated using the TPM method [25]. The DEGs were screened with criterions: ǀlog2(fold change) ǀ > 1 and statistical significance *P* < 0.05. The transcript abundance values were transformed into Z-score after log transformation. The heatmap was drawn using MultiExperiment Viewer (version 4.9.0) basing on their log_2_ values of transformed Z-scores.

### Homology analysis and phylogenetic tree building

Gene homology analysis was carried out using ClustalW with default parameters. Predicted full-length protein sequences of the key genes involved in the taxol biosynthesis pathway were used for alignments. The results were subsequently visualized by the GeneDoc software and a tree was constructed using software MEGA6.1 employing NJ method.

### Analysis of paclitaxel contents

Paclitaxel (≥ 99%; CAS No. 33069–62-4) was purchased from Aladdin Biochemical Technology (Shanghai, China). Fresh twigs of each sample were collected, dried at 40 °C for 3 d, and powdered. A previously published method was used to prepare crude extracts and paclitaxel determination [14]. The quantification of paclitaxel was presented as the means of at least three replicates ± standard error.

### Statistical analysis

For the transcriptome analyses, the false discovery rate was used to calculate the resulting *P* values, and the *P* values were adjusted using the Benjamini and Hochberg method. Statistical analyses were performed using SPSS software version 19.0 (SPSS Inc., Chicago, IL, USA), and an ANOVA was applied to compare the differences between two groups.

## Results

### Variations in taxol contents using a HPLC-MS/MS approach

To determine more precisely the differences in taxol contents among the three *Taxus* species, a HPLC-MS/MS approach was used. The data showed that *T. cuspidata* contained the highest level of taxol (1.67 mg.g^− 1^, DW) and *T. mairei* contained the lowest levels of taxol (0.66 mg.g^− 1^, DW) (Fig. 1b).

### Transcriptomes of different *Taxus* species

The raw reads were qualified, and adapters were removed, yielding 67.49 Gb of sequence data, including 19.84 Gb from *T. media*, 21.90 Gb from *T. cuspidata*, and 25.75 Gb from *T. mairei* (Additional file 1). 

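Poly(A) RNA from twigs of *T. media*, *T. cuspidata* and *T. mairei* was sequenced in 3 libraries per species. The trees were 3 years old, and the paper's methods give 5 trees per species, without stating which trees went into which library. The relative humidity of the growth chamber was 55 to 65% in the paper and 60 to 70% in the sample labels. For every unigene of the co-assembly, the authors deposited its length, its effective length, its annotation and its TPM in each library, that is, reads per length scaled to the same total in every library. For 8 of the 9 libraries they also deposited the estimated number of reads on each unigene, partly fractional and not normalized. The deposited table of *T. mairei* replicate 3 holds RPKM in place of the number of reads. In the 8 libraries with counts, reads divided by the deposited effective length follow TPM within 2% for 83.8 to 86.8% of the unigenes above 5 TPM. All unigenes further off have several transcripts. The paper's text does not name the tool that aligned and counted the reads. In *T. media*, between 32783233 and 41647131 reads per library were counted on unigenes (median 37069110). The *T. cuspidata* libraries held 39192663 to 44821305 counted reads (median 44427091), and the *T. mairei* libraries with counts held 37887549 and 43480998. These counts make up 86.2 to 87.0% of the valid reads of Table S1 in *T. media*, 89.5 to 90.1% in *T. cuspidata* and 70.9% in *T. mairei*. DEGs were computed from the counts, rounded to whole numbers, of the 8 libraries that have them, which leaves 2 libraries for *T. mairei*. Counts were normalized by edgeR's TMM method, and unigenes with few counts were removed by filterByExpr, which left 32624 of 33895 unigenes. One model with a mean per species was fitted to all 8 libraries and tested by edgeR's quasi-likelihood test. A unigene was counted as a DEG at an absolute log2 fold change above 1 and a Benjamini-Hochberg adjusted p below 0.05, the thresholds of the paper's methods. The paper's text gives these thresholds without naming the test. The common biological coefficient of variation between libraries of a species was 0.37. TPM values are given as mean ± SD over all 3 libraries of a species. For a unigene without reads in a species, a fold is given as a lower bound against 3 counts summed over the libraries of that species, a limit that covers counting error only.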

Pair-wise Pearson’s correlation coefficients of three replicates × three *Taxus* species indicated high repeatability of the sequencing data (Fig. 2a). 

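Pearson's r was computed across the 33895 unigenes on the deposited TPM, without a log transformation, for each pair of the 9 libraries. Unigenes are not independent replicates, so no p is given. Between libraries of one species r ranged from 0.906 to 0.959 in *T. media*, from 0.865 to 0.986 in *T. cuspidata* and from 0.928 to 0.968 in *T. mairei*. The lowest values in *T. cuspidata* were those of the library deposited as replicate 1, which had an r of 0.865 with replicate 2 and 0.87 with replicate 3. Between species the median r was 0.521 for *T. media* and *T. cuspidata* (0.408 to 0.587), 0.34 for *T. cuspidata* and *T. mairei* (0.273 to 0.438), and 0.277 for *T. media* and *T. mairei* (0.156 to 0.303). No pair of libraries of different species reached the lowest r within a species. On log2(TPM + 1) the median moved most between *T. media* and *T. cuspidata*, to 0.705, and fell to 0.258 between *T. cuspidata* and *T. mairei*.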

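Principal components were computed on log2(TPM + 1) of the 33572 unigenes with a mean TPM of at least 1 over the 9 libraries, centred and not scaled. PC1 held 67.6% of the variance and PC2 held 20.5%. Scaling every unigene to unit variance lowered PC1 to 53.5% and raised PC2 to 23.9%. On untransformed TPM the shares were 61.5% and 29.1%.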

To obtain an overview of the transcriptomic variations, a principal components analysis (PCA) was performed, and the explained values of PC1 and PC2 were 18.4 and 36.2%, respectively (Additional file 2). The PCA clearly separated the three species into two groups, suggesting a close similarity between *T. media* and *T. cuspidata*.

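The mean Euclidean distance between libraries over the same unigenes was 291.2 for *T. media* and *T. cuspidata*, 426.1 for *T. media* and *T. mairei*, and 462.0 for *T. cuspidata* and *T. mairei*. Libraries of one species were on average 139.4 apart. Divided by that distance within species, the values were 2.09 for *T. media* and *T. cuspidata*, 3.06 for *T. media* and *T. mairei*, and 3.32 for *T. cuspidata* and *T. mairei*. With each library left out in turn, the ratio for *T. media* and *T. cuspidata* stayed between 1.97 and 2.30, and the ratio for *T. media* and *T. mairei* between 2.91 and 3.35. On untransformed TPM the order changed, with a ratio of 2.86 for *T. media* and *T. cuspidata* and 2.83 for *T. cuspidata* and *T. mairei*.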

**Fig. 2:**
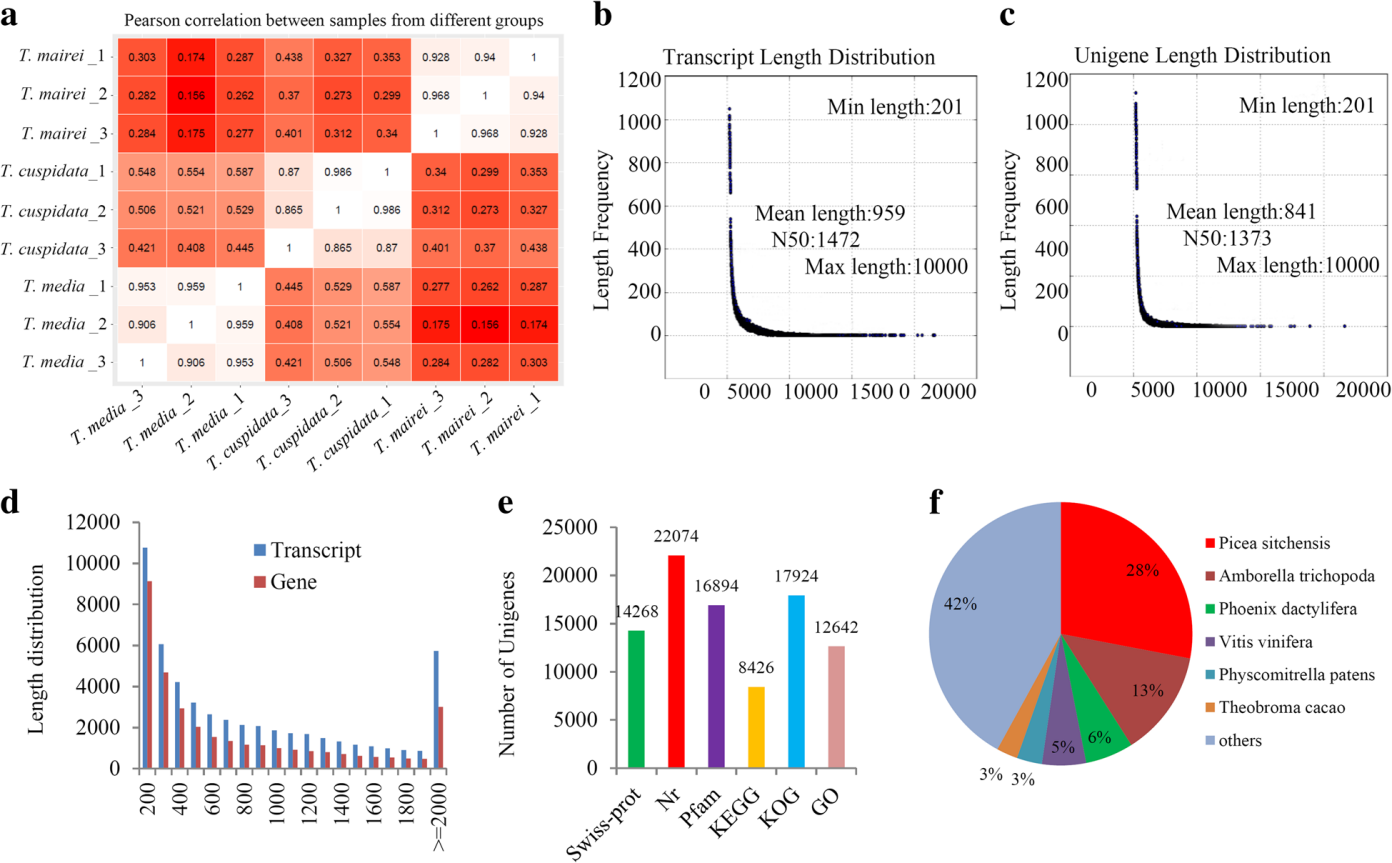
Illumina sequencing and transcriptomes of different *Taxus* species. **a** Pair-wise Pearson’s correlation coefficients of the sequencing data from three replicates × three *Taxus* species. The detail information of the assembled transcripts (**b**) and unigenes (**c**). **d** The size distributions of transcripts and unigenes of *Taxus* species. **e** The annotation of unigenes basing on various databases. **f** The species distribution of the annotated unigenes

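The deposited tables list the 33895 unigenes with their lengths and the identifiers of 52261 transcripts. Unigene lengths ran from 201 to 10000 bp, with a mean of 841.5 bp, a median of 509 bp and an N50 of 1373 bp.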

All of the reads obtained from the three *Taxus* species were assembled, resulting in 52,261 transcripts (N50: 1472), with a mean length of 959 bp (Fig. 2b), and 33,895 unigenes (N50: 1373), with a mean length of 841 bp (Fig. 2c). The size distributions of transcripts and unigenes are shown in Fig. 2d. For transcripts, 10.98% of the reads were > 2000 bp in length, and the majority of the reads (64.06%) were < 1000 bp in length. 

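In the deposited length column, 3004 unigenes (8.86%) were longer than 2000 bp and 3007 (8.87%) had at least 2000 bp. Lengths of 200 to 500 bp were found for 16759 unigenes (49.4%). The deposited effective length was below 100 bp for 9171 unigenes (27.1%).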

Only 8.87% of the unigenes were > 2000 bp in length, and the majority of unigenes were between 200 bp and 500 bp in length. In total, 14,268 unigenes were annotated by the Swiss-Prot database, 22,074 unigenes were identified in the Nr database, 16,894 unigenes displayed significant similarities to known proteins in the Pfam database, and 8426 and 17,924 unigenes were annotated in the KEGG and KOG databases, respectively (Fig. 2e). 

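In the deposited annotation columns, 8425 unigenes carried a KEGG ortholog and 4986 of the 33895 unigenes were placed in a KEGG pathway. A KOG entry was given for 12414 unigenes, at least one GO term for 12642, and a gene name for 13551. The Nr, Swiss-Prot and Pfam hits could not be counted from these columns.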

The species distribution of the annotated unigenes is shown in Fig. 2f.

### Identification of the DEGs among different *Taxus* species

In our study, a large number of unigenes were classified into various KEGG metabolic and signaling pathways (Additional file 3). The most enriched KEGG pathways were ‘amino acid metabolism’ (608 unigenes), ‘energy metabolism’ (638 unigenes), and ‘carbohydrate metabolism’ (796 unigenes) (Fig. 3a).

**Fig. 3:**
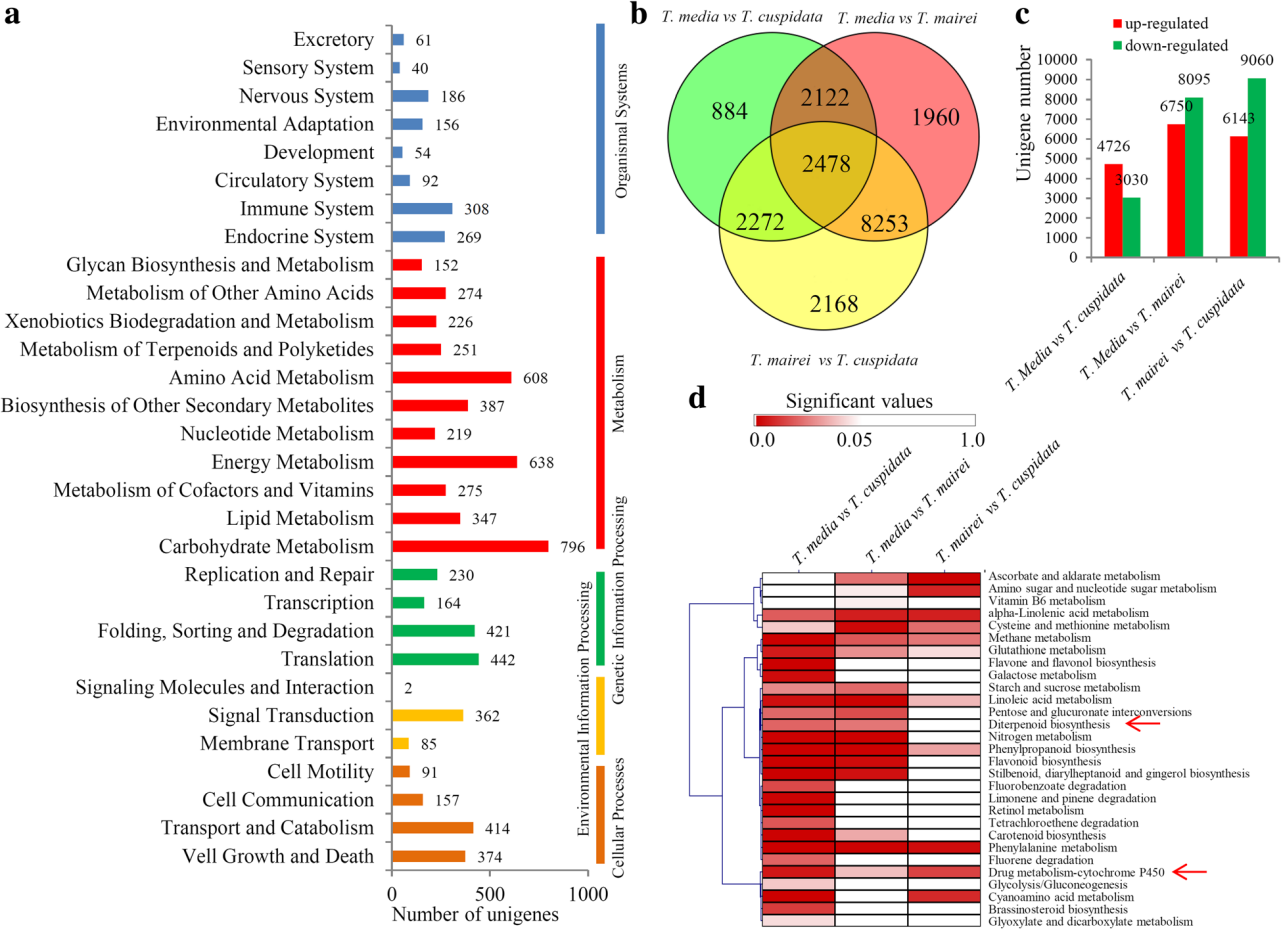
Identification of the DEGs among three different *Taxus* species. **a** Classification of enriched KEGG terms. A large number of unigenes could be classified into various KEGG metabolic and signaling pathways, including pathways related to organismal systems, metabolism, genetic information processing, environmental information processing, and cellular process. **b** A venn diagram showed the numbers of the DEGs in three comparisons, including *T. media* vs *T. cuspidata*, *T. media* vs *T. mairei* and *T. mairei* and *T. cuspidata* comparisons. **c** The numbers of the up- and down-regulated unigenes in the three comparisons. **d** KEGG enrichment analysis of the DEGs in the three comparisons. The significant *P* values of each KEGG term in the three comparisons were shown by a heatmap. The bar indicated the significant values. Red arrows indicated two metabolic pathways involved in the taxol biosynthesis pathway

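Over the 3 comparisons, 20248 unigenes were DEGs in at least one. The unigenes called in one comparison alone numbered 936 for *T. media* vs. *T. cuspidata*, 1282 for *T. media* vs. *T. mairei* and 2365 for *T. mairei* vs. *T. cuspidata*. DEGs of both *T. media* vs. *T. mairei* and *T. mairei* vs. *T. cuspidata*, but not of *T. media* vs. *T. cuspidata*, numbered 8183. A further 1935 were shared by the comparisons of *T. media* with the other species, 2507 by the comparisons of *T. cuspidata* with the other species, and 3040 by all 3. Each pair of comparisons shares a species, so their calls are not independent. In 20 simulated sets of libraries without differences between species, no pair of comparisons shared more than 1 called unigene. As at most 2 unigenes were called in these sets, they do not show the overlap to be expected with as many DEGs as here. Requiring a mean count of at least 50 moved the total most, to 14146 DEGs in at least one comparison. Fitting only the libraries of the species compared raised the DEGs of *T. media* vs. *T. mairei* alone to 2352.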

The numbers of DEGs identified in each comparison are shown in a Venn diagram (Fig. 3b). 

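Comparing *T. media* with *T. cuspidata*, 5124 unigenes were higher in *T. media* and 3294 were higher in *T. cuspidata*, together 25.8% of the 32624 tested. Requiring a mean count of at least 50 lowered these numbers most, to 3542 and 2388. Limma on log2(TPM + 1) gave 5759 higher in *T. media* and 3052 higher in *T. cuspidata*, and limma on log2(RPKM + 1), added after the values were seen, 6437 and 2636. The extreme values named here and in the comparisons below belong to single unigenes of the co-assembly and need not hold for the gene. Whether another unigene of the same gene held reads in the species with few was not tested for them. Among the DEGs detected in all 6 libraries, with every library of one species above every library of the other, those with the largest and smallest log2 fold changes were as follows. A lipoxygenase unigene, comp28144_c0 (LOX1.1), had 132 ± 17.4 TPM (SD, n = 3) in *T. media* and 0.0267 ± 0.0153 in *T. cuspidata*, a log2 fold change of 12.17 (standard error 0.34, adjusted p = 3e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The photosystem I subunit unigene comp15684_c1 (PSAH2) had 746 ± 232 TPM in *T. media* and 0.24 ± 0.0781 in *T. cuspidata*, a log2 fold change of 11.50. The unnamed unigene comp22518_c0 had 0.32 ± 0.0624 TPM in *T. media* and 759 ± 128 in *T. cuspidata*, a log2 fold change of -11.27. For comp31094_c0, also unnamed, the TPM were 0.54 ± 0.394 and 702 ± 192, a log2 fold change of -10.45 (standard error 0.63, adjusted p = 2.3e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).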

In detail, 4726 *T. media* highly-expressed unigenes and 3030 *T. cuspidata* highly-expressed unigenes were identified in the *T. media* vs. *T. cuspidata* comparison. In the *T. media* vs. *T. mairei* comparison, 6750 unigenes highly expressed in *T. media* and 8095 unigenes highly expressed in *T. mairei*. 

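Between *T. media* and *T. mairei*, 6787 unigenes were higher in *T. media* and 7653 were higher in *T. mairei*, together 44.3% of those tested. Testing log2(TPM + 1) by limma turned this split to 11381 higher in *T. media* and 6092 higher in *T. mairei*, with the median log2 fold change of all unigenes at 0.60 in place of a value near 0. The largest log2 fold changes among unigenes detected in all 6 libraries were those of the catalase unigene comp25985_c0 (CAT1), 11.73, and of comp28917_c0 (PEPR2), 11.03. Their TPM were 1044 ± 120 and 59.6 ± 18.1 (SD, n = 3) in *T. media*, and 0.193 ± 0.0503 and 0.0567 ± 0.0808 in *T. mairei*. Whether other unigenes of these genes held reads in *T. mairei* was not tested. At the other end, comp20776_c0 (UBC5A, a ubiquitin-conjugating enzyme) had 0.293 ± 0.146 TPM in *T. media* and 1049 ± 162 in *T. mairei*, a log2 fold change of -12.91 (standard error 0.34, adjusted p = 2.3e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The phospholipase D unigene comp14239_c0 (PLD1) followed, with 0.09 ± 0.0557 and 180 ± 8.5 TPM and a log2 fold change of -11.93.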

In the *T. mairei* vs. *T. cuspidata* comparison, 6143 *T. mairei* highly-expressed unigenes and 9060 *T. cuspidata* highly-expressed unigenes were identified (Fig. 3c).

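From the counts, 9068 unigenes were higher in *T. mairei* and 7027 were higher in *T. cuspidata*, together 49.3% of those tested. The opposite split came from limma on log2(TPM + 1), with 7359 unigenes higher in *T. mairei* and 10562 higher in *T. cuspidata*, at a median log2 fold change of all unigenes of -0.41. Among DEGs detected in all 6 libraries, with every library of one species above every library of the other, comp20776_c0 named above for *T. mairei* also had the largest log2 fold change, 12.21 at 0.457 ± 0.112 TPM (SD, n = 3) in *T. cuspidata*. It was followed by comp27280_c0 (PERK2), with 2566 ± 1283 TPM in *T. mairei* and 0.557 ± 0.225 in *T. cuspidata*, a log2 fold change of 11.86. The smallest was -11.16 for comp23309_c0 (GOLS1), with 0.137 ± 0.105 and 472 ± 241 TPM. Next came -11.08 for comp13225_c0 (ARF, annotated as Arf/Sar family), with 0.49 ± 0.173 and 1837 ± 177 TPM. The adjusted p of these unigenes from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment ran from 1.2e-06 for comp20776_c0 to 4.4e-05 for comp23309_c0. Under every alternative, at least 69.8% of the DEGs of *T. media* vs. *T. cuspidata*, 70.5% of those of *T. media* vs. *T. mairei* and 71.3% of those of *T. mairei* vs. *T. cuspidata* kept their call.

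**Figure D1:**
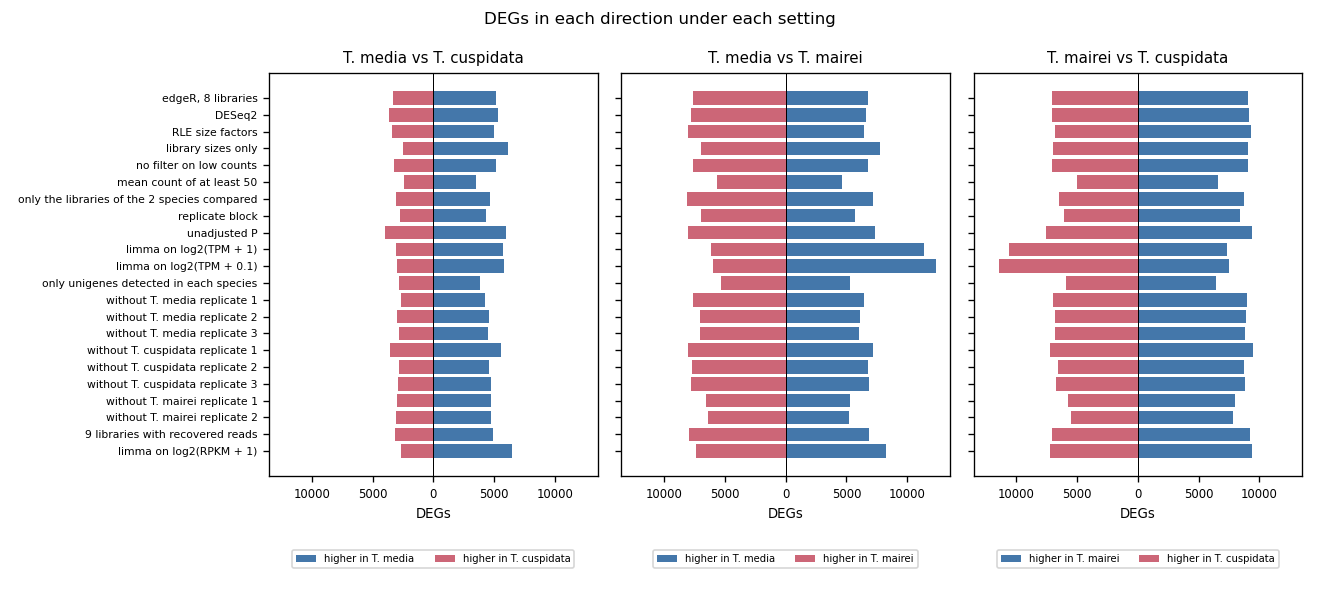
Numbers of DEGs (x axis) higher in the first species (bars to the right) and in the second species (bars to the left) of each comparison, under each setting (y axis). The bars of limma on TPM for *T. mairei* vs *T. cuspidata* reach 7359 to the right and 10562 to the left, those of edgeR on counts 9068 and 7027.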

Among these pathways, 26 pathways were significantly enriched (*P* < 0.05) in the *T. media* vs. *T. cuspidata* comparison. 

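Each of 253 KEGG pathways was tested for DEGs by a one-sided hypergeometric test against the 4831 tested unigenes with a pathway, of which 1288 were DEGs between *T. media* and *T. cuspidata*. The p was below 0.05 for 38 pathways, and 16 of them passed Benjamini-Hochberg adjustment over the 253. In 200 random sets of as many called unigenes, 8.0 pathways on average fell below 0.05, with 21 as the upper end of the central range. With each library left out in turn, the number lay between 29 and 38.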

In the *T. media* vs. *T. mairei* comparison, 18 pathways were significantly enriched, while in the *T. mairei* vs. *T. cuspidata* comparison, only 11 pathways were significantly enriched (Fig. 3d).

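With the 2176 DEGs between *T. media* and *T. mairei* that have a pathway, 45 pathways had a p below 0.05, of which 22 passed the adjustment. The 2411 DEGs between *T. mairei* and *T. cuspidata* gave 40 such pathways, 12 after adjustment. Random sets gave averages of 7.8 and 7.9, with 20 as the upper end of the central range in both comparisons. The DEGs from limma on log2(TPM + 1) lowered the number for *T. mairei* vs. *T. cuspidata* to 25, and those from limma on log2(TPM + 0.1) to 17. The 17 lies within the central range of the random sets, which were drawn for the DEGs from the counts.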

### DEGs associated with the taxol biosynthesis pathway

For taxol biosynthesis, several intermediate steps, including precursor supply, diterpenoid taxane core synthesis, hydroxylations, acylations, baccatin III formation, and C13-side chain assembly, were involved (Fig. 4a) [6]. A transcriptomic analysis revealed six taxol biosynthesis-related GO terms, including ‘paclitaxel biosynthetic process’ (GO:0042617), ‘taxane 10-beta-hydroxylase activity’ (GO:0050597), ‘2-alpha-hydroxytaxane 2-O-benzoyltransferase activity’ (GO:0050642), ‘taxadiene 5-alpha-hydroxylase activity’ (GO:0050604), ‘taxane 13-alpha-hydroxylase activity’ (GO:0050598), and ‘taxadiene synthase activity’ (GO:0050553), and provided an opportunity to analyze the differential expression of taxol biosynthesis pathway-related genes among different *Taxus* species. 

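The deposited annotation places 85 tested unigenes in ‘paclitaxel biosynthetic process’, 35 in ‘taxane 10-beta-hydroxylase activity’, 6 in ‘2-alpha-hydroxytaxane 2-O-benzoyltransferase activity’, 14 in ‘taxadiene 5-alpha-hydroxylase activity’, 11 in ‘taxane 13-alpha-hydroxylase activity’ and 6 in ‘taxadiene synthase activity’. The terms were tested by the same exact hypergeometric test as the pathways, against 12345 tested unigenes with a GO term. Of the comparisons with *T. mairei*, the one with *T. media* had 52 unigenes of ‘paclitaxel biosynthetic process’ as DEGs (exact hypergeometric p = 0.000644, 0.0536 adjusted over all GO terms), and 11 of ‘taxadiene 5-alpha-hydroxylase activity’ (p = 0.00799, 0.333 adjusted). The other 4 terms had a p of 0.0581 to 0.323. The 6 terms had a p of 0.0956 to 0.88 for *T. mairei* vs. *T. cuspidata*. The p of ‘paclitaxel biosynthetic process’ for *T. media* vs. *T. mairei* ranged from 2.53e-07 to 0.767 over 21 alternatives and was below 0.05 in 16 of them. It rose above 0.05 without *T. media* replicate 2 (0.0903) or 3 (0.0748) or *T. mairei* replicate 2 (0.118). That of ‘taxadiene 5-alpha-hydroxylase activity’ did so without *T. media* replicate 1 (0.0978), 2 (0.51) or 3 (0.514) or *T. mairei* replicate 2 (0.399). Without *T. mairei* replicate 1, the p of ‘taxane 10-beta-hydroxylase activity’ for *T. media* vs. *T. mairei* was 0.0123, and without *T. media* replicate 3 that of ‘2-alpha-hydroxytaxane 2-O-benzoyltransferase activity’ was 0.0408. For *T. mairei* vs. *T. cuspidata*, leaving out *T. cuspidata* replicate 1 gave ‘paclitaxel biosynthetic process’ a p of 0.00294 and ‘taxadiene synthase activity’ one of 0.0166, and leaving out *T. mairei* replicate 2 gave ‘taxane 13-alpha-hydroxylase activity’ one of 0.0415. The p of ‘taxadiene synthase activity’ for *T. media* vs. *T. mairei* was below 0.05 in 7 of 21 alternatives, among them those without *T. cuspidata* replicate 1 (0.00823), 2 (0.0158) or 3 (0.0165) or *T. mairei* replicate 1 (0.00537). Calls made with 1 *T. mairei* library left assume that it varies like the other species.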

In detail, the genes in four GO terms, including GO:0042617 (*P* = 1.05E-9), GO:0050597 (*P* = 3.21E-4), GO:0050642 (*P* = 1.11E-3) and GO:0050604 (*P* = 8.36E-3), significantly changed in the *T. media* vs. *T. cuspidata* comparison (Fig. 4b).

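Between *T. media* and *T. cuspidata*, 49 of the 85 unigenes of ‘paclitaxel biosynthetic process’ were DEGs (57.6% against 25.8% of all unigenes with a GO term, exact hypergeometric p = 4.26e-10, 3.07e-07 adjusted). In ‘taxane 10-beta-hydroxylase activity’, 21 of 35 were DEGs (same exact test, p = 1.89e-05, 0.0032 adjusted), and in ‘2-alpha-hydroxytaxane 2-O-benzoyltransferase activity’ 6 of 6 (p = 0.000291, 0.0382 adjusted). ‘taxadiene 5-alpha-hydroxylase activity’ held 6 DEGs among 14 unigenes (same exact test, p = 0.125, 1.0 adjusted), and its p was below 0.05 in 11 of 21 alternatives. ‘taxane 13-alpha-hydroxylase activity’ had a p of 0.308 and ‘taxadiene synthase activity’ one of 0.484. Among the leave-outs of a library, ‘taxadiene 5-alpha-hydroxylase activity’ fell below 0.05 without *T. cuspidata* replicate 1 (0.0194) or 2 (0.0187) or *T. mairei* replicate 1 (0.0309) or 2 (0.0312), and ‘taxane 10-beta-hydroxylase activity’ rose above it without *T. cuspidata* replicate 3 (0.0574).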

**Fig. 4:**
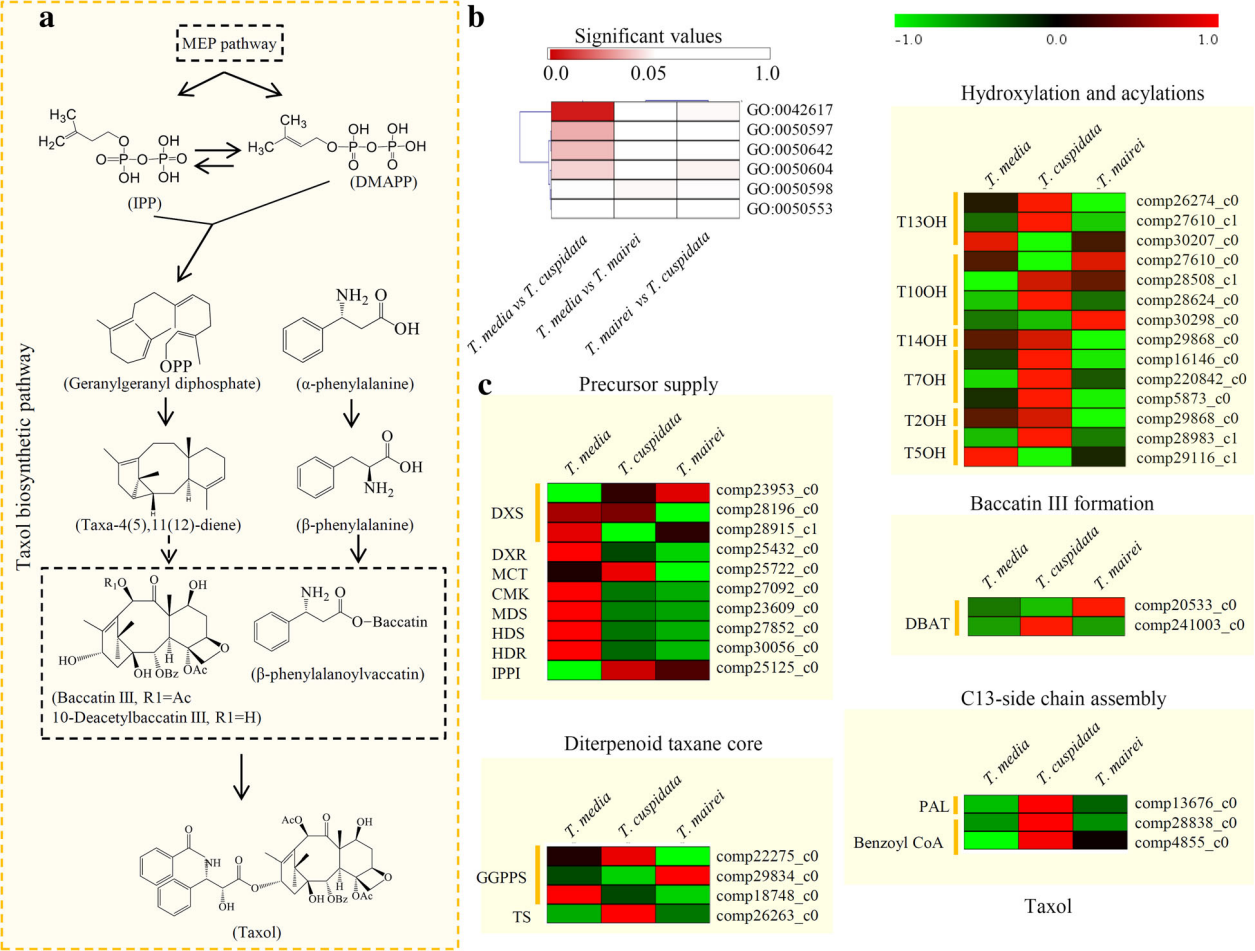
Differential expression of the unigenes related to the taxol biosynthesis pathway. **a** Overview of the taxol biosynthesis pathway. **b** Enrichment analysis of six taxol biosynthesis-related GO terms. The significant *P* values of each GO term in the three comparisons were shown by a heatmap. **c** Expression analysis of the unigenes related to the taxol biosynthesis pathway. Enzymes abbreviations are: DXS: 1-Deoxy-D-xylulose 5-phosphate synthase; DXR: 1-Deoxy-D-xylulose 5-phosphate reductoisomerase; MCT: 2-C-methyl-D-erythritol 4-phosphate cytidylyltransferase; CMK: 4-(Cytidine 5-diphospho)-2-C-methyl-D-erythritol kinase; MDS: 2-C-methyl-D-erythritol 2,4-cyclodiphosphate synthase; HDS: 4-Hydroxy-3-methylbut-2-enyl-diphosphate synthase; HDR: 4-Hydroxy-3-methylbut-2-enyl diphosphate reductase; IPPI: isopentenyl diphosphate isomerase; GGPPS: geranylgeranyl diphosphate synthase; TS, taxadiene synthase; T13OH: taxoid 13-α-hydroxylase; T10OH: taxoid 10-β-hydroxylase; T14OH: Taxoid 14-β-hydroxylase; T7OH: taxoid-7β-hydroxylase; T2OH: taxoid-2α-hydroxylase; T5OH: taxadiene-5α-hydroxylase; DBAT: 10-deacetylbaccatin III-10-β-O-acetyltransferase; PAL: phenylalanine aminomutase; Benzoyl CoA: 2-debenzoyl-7,13-diacetylbaccatin III-2-O-benzoyl transferase. The bar indicated the “log2(expression folds)”

Furthermore, the expression patterns of the taxol biosynthesis pathway-related genes were investigated. In the MEP pathway, most of the genes showed highest expression levels in *T. media*. 

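The tables hold 10 unigenes of the MEP pathway that Fig. 4c labels, and the identifiers were read from that figure. The mean TPM was highest in *T. media* for 6 of them and in *T. cuspidata* for 4. By RPKM the number for *T. media* was 7, and by normalized counts 6. Between *T. media* and *T. cuspidata*, 3 of the 10 were DEGs. Of these, the DXS unigene comp28915_c1 had a log2 fold change of 1.30 (standard error 0.40, adjusted p = 0.035, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This call was lost without any single *T. media* or *T. cuspidata* library (1.05 to 1.43), so the number of 3 is not stable. The CMK unigene comp27092_c0 (ISPE) had 35.3 ± 4.12 TPM (SD, n = 3) in *T. media*, 15.1 ± 1.82 in *T. cuspidata* and 7.70 ± 3.48 in *T. mairei*. Its log2 fold change was 1.14 against *T. cuspidata* (standard error 0.28, adjusted p = 0.014) and 1.37 against *T. mairei* (standard error 0.32, adjusted p = 0.0078, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was no longer a DEG against *T. cuspidata* without *T. cuspidata* replicate 2 (1.03), nor against *T. mairei* without *T. mairei* replicate 1 (0.88), where the lone *T. mairei* library with counts is assumed to vary like the other species. The IPPI unigene comp25125_c0 (IPI2) was higher in *T. cuspidata*, with 54.5 ± 4.00 TPM against 27.0 ± 3.33 in *T. media*, a log2 fold change of -1.10 (standard error 0.12, adjusted p = 0.00036, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of 21 alternatives, 18 kept this call, and it was lost with library sizes only (-0.89) and under limma on log2(TPM + 1) (-0.99) and on log2(RPKM + 1) (-0.87).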

For the diterpenoid taxane core biosynthesis, the gene (comp26263_c0) encoding the key enzyme, taxadiene synthase, predominantly expressed in *T. cuspidata*. 

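The files name comp26263_c0 TDC1 and annotate it as an ent-copalyl diphosphate synthase of 2711 bp. It had 160 ± 61.9 TPM (SD, n = 3) in *T. cuspidata*, 12.5 ± 16.4 in *T. mairei* and 1.62 ± 0.481 in *T. media*. Every *T. cuspidata* library, at 91.48 TPM or more, was above every library of the other species. In *T. mairei* the 3 libraries had 4.35, 31.38 and 1.81 TPM. The log2 fold change of *T. media* vs. *T. cuspidata* was -6.72 (standard error 0.82, adjusted p = 0.00062 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and lay between -7.02 and -5.87 over 21 alternatives. For *T. mairei* vs. *T. cuspidata* it was -2.54 (standard error 0.79, adjusted p = 0.024, same test). This call was lost without *T. cuspidata* replicate 2 (-2.31) and when only the libraries of both species were fitted (-2.53). Over 21 alternatives the value lay between -4.59, without *T. mairei* replicate 2, and -1.72, without *T. mairei* replicate 1. In these fits the *T. mairei* library left is assumed to vary like the other species. For *T. media* vs. *T. mairei* it was -4.18 (standard error 0.76, adjusted p = 0.0022, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). When log2(TPM + 1) was tested by limma, which includes *T. mairei* replicate 3, the value was -1.60 and was not called. The call was also lost under limma on log2(TPM + 0.1) (-1.95) and on log2(RPKM + 1) (-2.13).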

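Fig. 4c labels 13 unigenes of the hydroxylation and acylation steps that the tables hold. Mean TPM was highest in *T. cuspidata* for 9 of them, in *T. media* for 2 and in *T. mairei* for 2. By RPKM or normalized counts, 8 were highest in *T. cuspidata*. Among all tested unigenes, 34.4% were highest in *T. cuspidata* by TPM. The taxadiene 5-alpha-hydroxylase unigene comp28983_c1 had 154 ± 49.7 TPM (SD, n = 3) in *T. cuspidata*, 20.7 ± 3.23 in *T. media* and 27.3 ± 18.0 in *T. mairei*, with a log2 fold change of -2.83 for *T. media* vs. *T. cuspidata* (standard error 0.44, adjusted p = 0.0018 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its value for *T. mairei* vs. *T. cuspidata* was -1.45 and was no longer a DEG without *T. mairei* replicate 1 (-0.83), without *T. cuspidata* replicate 2 (-1.24) or without *T. cuspidata* replicate 3 (-1.43), nor when only the libraries of both species were fitted (-1.44). A single *T. mairei* library, as in the first of these, is assumed to vary like the other species. The taxane 10-beta-hydroxylase unigene comp28508_c1 (CYP725A1) had 292 ± 105 TPM in *T. cuspidata*, 149 ± 114 in *T. mairei* and 29.8 ± 8.90 in *T. media*, with a log2 fold change of -4.43 for *T. media* vs. *T. cuspidata* (standard error 0.46, adjusted p = 0.00029, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its difference between *T. mairei* and *T. cuspidata* was within the spread of the libraries (-0.56, adjusted p = 0.32, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), although it became a DEG without *T. mairei* replicate 2 (-1.46). Other hydroxylase unigenes went the other way. The taxane 13-alpha-hydroxylase unigene comp30207_c0 (CYP725A2) had 106 ± 34.0 TPM in *T. media* and 11.6 ± 2.83 in *T. cuspidata*, and comp27610_c0 (CYP725A1) had 39.1 ± 18.9 and 0.797 ± 0.515, log2 fold changes of 3.10 and 5.50.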

For the hydroxylation and acylations steps, a series of taxane hydroxylase-encoding genes was identified, and most of them highly expressed in *T. cuspidata*. 

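The phenylalanine ammonia-lyase unigene comp13676_c0 (PAL) had 14.0 ± 10.3 TPM (SD, n = 3) in *T. cuspidata*, 0.93 ± 0.44 in *T. media* and 2.22 ± 0.873 in *T. mairei*. Its *T. cuspidata* libraries were spread from 2.29 to 22.0 TPM. The log2 fold change of *T. media* vs. *T. cuspidata* was -4.0 (standard error 0.81, adjusted p = 0.0061 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For *T. mairei* vs. *T. cuspidata* it was -2.41 (standard error 0.87, adjusted p = 0.042, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 11 of 21 alternatives kept this call. Leaving out *T. media* replicate 2 (-2.41) or 3 (-2.42), *T. cuspidata* replicate 2 (-1.96) or 3 (-2.20), or *T. mairei* replicate 1 (-2.36) or 2 (-2.45) each removed it. With 1 *T. mairei* library left, its spread is assumed to be that of the other species. The unigene comp28838_c0, drawn in Fig. 4c for benzoyl-CoA, is 228 bp long with an effective length of 39.1 bp. It had 124 counts over the 3 *T. cuspidata* libraries, 11 over the *T. media* libraries and 11 over the *T. mairei* libraries with counts, which are 19.8 ± 6.08, 2.06 ± 2.75 and 1.59 ± 1.02 TPM. Its log2 fold change was -3.37 for *T. media* vs. *T. cuspidata* (standard error 0.94, adjusted p = 0.024) and -2.87 for *T. mairei* vs. *T. cuspidata* (standard error 1.06, adjusted p = 0.046, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The first call was lost without *T. media* replicate 1 (-2.85) or 3 (-2.93) or *T. cuspidata* replicate 2 (-3.20). The second was lost without *T. cuspidata* replicate 1 (-2.82) or 2 (-2.70), or *T. mairei* replicate 1 (-4.12) or 2 (-2.24), under the replicate block (-3.13), and with no filter on low counts. The other benzoyl-CoA unigene, comp4855_c0, had 5.47 ± 2.30 TPM in *T. cuspidata*, 1.90 ± 0.641 in *T. mairei* and no reads in *T. media*. Against the limit of 3 counts over the *T. media* libraries, it was at least 83.8-fold higher in *T. cuspidata*. Its difference between *T. mairei* and *T. cuspidata* was not a DEG (log2 fold change -0.78, standard error 0.54, adjusted p = 0.26, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), although limma called it on log2(TPM + 1) (-1.12) and on log2(TPM + 0.1) (-1.45).

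**Figure D2:**
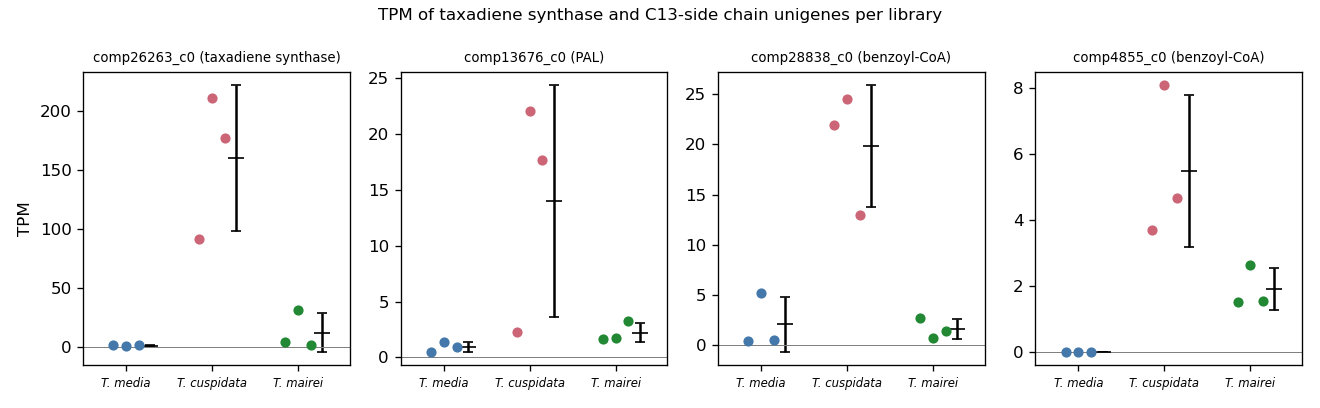
TPM (y axis, linear scale) of taxadiene synthase (comp26263_c0), PAL (comp13676_c0) and the unigenes drawn for benzoyl-CoA (comp28838_c0, comp4855_c0) in each library (points) by species (x axis), with mean and SD over 3 libraries (black bars). The *T. cuspidata* libraries of PAL run from 2.29 to 22.0 TPM, and the *T. mairei* libraries of taxadiene synthase from 1.81 to 31.38 TPM.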

For the C13-side chain assembly, one phenylalanine ammonia-lyase encoding gene (com13676_c0) and two benzoyl-CoA encoding genes (comp28838_c0 and comp4855_c0) were identified, and they predominantly expressed in *T. cuspidata* (Fig. 4c).

### Phylogenetic analysis of the MEP pathway-associated proteins

From the independently assembled transcriptomes of three *Taxus* species, the full-length sequences of 12 MEP pathway-related genes were obtained. Three predicted peptide sequences of each key enzyme were used for phylogenetic tree construction. For most of the MEP pathway-related enzymes, including 1-deoxy-D-xylulose 5-phosphate reductoisomerase (DXR), 1-deoxy-D-xylulose 5-phosphate synthase 1 (DXS1), DXS2, 2-C-methyl-D-erythritol 2,4-cyclodiphosphate synthase (MDS), 4-(cytidine 5-diphospho)-2-C-methyl-D-erythritol kinase (CMK), GPPS, geranylgeranyl diphosphate synthase 1 (GGPPS1), and GGPPS2, sequences from *T. cuspidata* were highly similar to those from *T. media*. The sequences of three MEP pathway-related enzymes, 4-hydroxy-3-methylbut-2-enyl diphosphate reductase (HDR), 4-hydroxy-3-methylbut-2-enyl-diphosphate synthase (HDS), and isopentenyl diphosphate isomerase (IPPI), displayed high similarity levels between *T. media* and *T. cuspidata* (Additional file 4).

### Transcriptomic analysis reveals the differences in jasmonic acid (JA) pathway-related genes

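GO annotation related to jasmonic acid (JA) is sparse among the tested unigenes. It covers 4 unigenes in ‘regulation of jasmonic acid mediated signaling pathway’, 60 in ‘response to jasmonic acid stimulus’, 33 in ‘jasmonic acid mediated signaling pathway’ and 1 in ‘cellular response to jasmonic acid stimulus’.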

Based on the transcriptomes, four JA metabolism-related GO terms, ‘regulation of jasmonic acid mediated signaling pathway’ (GO:2000022), ‘response to jasmonic acid stimulus’ (GO:0009753), ‘jasmonic acid mediated signaling pathway’ (GO:0009867), and ‘cellular response to jasmonic acid stimulus’ (GO:0071395), were identified. 

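The term regulation of jasmonic acid mediated signaling pathway has only 4 unigenes, so that a single call moves its p. It held 4 DEGs for *T. mairei* vs. *T. cuspidata* (exact hypergeometric p = 0.0551, 1.0 adjusted over all GO terms) and 3 for *T. media* vs. *T. mairei* (p = 0.219, 1.0 adjusted). Each p fell below 0.05 in 4 of 21 alternatives. Leaving out *T. mairei* replicate 1 (0.0361) or 2 (0.032) took the first below 0.05, and leaving out *T. cuspidata* replicate 3 (0.0376) the second. In the fits with 1 *T. mairei* library, it is assumed to vary like the other species.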

In detail, the significant values of GO:2000022 in the *T. mairei* vs. *T. cuspidata* and *T. media* vs. *T. mairei* comparisons were 0.044 and 0.034, respectively. For GO:0009753, the significant values in the *T. mairei* vs. *T. cuspidata* and *T. media* vs. *T. mairei* comparisons were 0.048 and 0.033, respectively (Additional file 5). 

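In the response to jasmonic acid stimulus, 37 of 60 unigenes were DEGs for *T. mairei* vs. *T. cuspidata* (exact hypergeometric p = 0.0271, 0.856 adjusted). The number for *T. media* vs. *T. mairei* was also 37 (same exact test, p = 0.00307, 0.182 adjusted), with fewer DEGs among all unigenes with a GO term, 5341 against 5983. Over the alternatives the p was below 0.05 in 17 of 21 for *T. mairei* vs. *T. cuspidata* and in 21 of 21 for *T. media* vs. *T. mairei*. ‘jasmonic acid mediated signaling pathway’ had a p of 0.698 and 0.466, and ‘cellular response to jasmonic acid stimulus’ one of 0.485 and 0.433, in the same order. Without *T. cuspidata* replicate 2 the p for *T. mairei* vs. *T. cuspidata* was 0.0573.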

There were no significant differences in these terms in the *T. media* vs. *T. cuspidata* comparison. 

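The DEGs between *T. media* and *T. cuspidata* included 2 of the 4 unigenes of ‘regulation of jasmonic acid mediated signaling pathway’ (exact hypergeometric p = 0.275), 19 of the 60 of ‘response to jasmonic acid stimulus’ (p = 0.183), 9 of the 33 of ‘jasmonic acid mediated signaling pathway’ (p = 0.487) and 0 of the 1 of ‘cellular response to jasmonic acid stimulus’ (p = 1.0). The p of ‘response to jasmonic acid stimulus’ fell below 0.05 in 2 of 21 alternatives and that of ‘regulation of jasmonic acid mediated signaling pathway’ in 1. Whether the enrichment differs between comparisons was not tested.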

Significant differences for GO:2000022 and GO:0009753 were observed in the *T. media* vs. *T. mairei* and *T. mairei* vs. *T. cuspidata* comparisons (Fig. 5a). The expression pattern of 48 JA metabolism- and signaling pathway-related genes was analyzed (Fig. 5b). 

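Table S4 lists 63 different unigenes, of which 62 were tested. The paper published this list with its values in these libraries, so the tests on it are not independent evidence. DEGs made up 21 of the 62 between *T. media* and *T. cuspidata* (33.9% against 25.8% of the other unigenes, two-sided Fisher's exact test, p = 0.148). Against *T. mairei*, those of *T. media* numbered 38 (61.3% against 44.2%, p = 0.00989, same exact test), and for *T. mairei* vs. *T. cuspidata* 39 (62.9% against 49.3%, p = 0.0411). The numbers adjusted over the list alone were 23, 38 and 39. Of the 21 DEGs, 16 were higher in *T. media* than in *T. cuspidata*. Of the 38, 17 were higher in *T. media* and 21 in *T. mairei*, and of the 39, 22 were higher in *T. mairei* and 17 in *T. cuspidata*. Limma on log2(TPM + 1) gave 25 higher in *T. media* and 17 higher in *T. mairei*, and 22 higher in *T. mairei* and 25 higher in *T. cuspidata*. With unigenes at 0 in all libraries of a species left out of the list and of the other unigenes, 56 were left, with p of 0.0852, 0.0021 and 0.0306 in the same order. Left out of the list alone, which removes large differences from one side only, they gave 0.286, 0.0309 and 0.181. Leaving out *T. media* replicate 1 (0.0445) or *T. cuspidata* replicate 2 (0.0489) took the p for *T. media* vs. *T. cuspidata* below 0.05, and leaving out *T. cuspidata* replicate 2 took that for *T. mairei* vs. *T. cuspidata* to 0.0739. The mean TPM was highest in *T. media* for 27 of the 63 unigenes, in *T. cuspidata* for 14 and in *T. mairei* for 22. By normalized counts, *T. mairei* was highest most often, with 26 against 23 for *T. media* and 14 for *T. cuspidata*.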

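Across the 63 JA-related unigenes, Pearson's r of the mean log2(TPM + 1) of *T. media* with that of *T. cuspidata* was 0.75, against 0.04 for *T. media* with *T. mairei* and 0.11 for *T. cuspidata* with *T. mairei*. Across all 32624 tested unigenes the values were 0.72, 0.31 and 0.24. These are correlations across unigenes, which are not independent replicates. Over the 62 tested, the median absolute log2 fold change was 0.66 between *T. media* and *T. cuspidata*, at percentile 44.4 of 10000 random lists matched on expression. It was 2.14 between *T. media* and *T. mairei* (percentile 99.6) and 2.36 between *T. mairei* and *T. cuspidata* (percentile 99.1, 0.93 to 2.14 in the central range of the random lists). By limma on log2(TPM + 1) the values were 0.56 (percentile 40.9), 1.48 (85.6) and 2.02 (99.2). With unigenes at 0 in a species left out of the list and of the random lists, the values over 56 unigenes were 0.64 (percentile 50.6), 1.96 (0.65 to 1.40 in the central range of the random lists) and 1.84 (percentile 99.5). These last random lists were drawn after the other values were seen.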

Interestingly, the expression pattern of these JA-related genes in *T. media* was similar to that in *T. cuspidata* (Additional file 6). Furthermore, the endogenous JA contents were determined in the three *Taxus* species. Significant differences in the endogenous JA content were observed in *T. media* vs. *T. mairei* and *T. mairei* vs. *T. cuspidata* comparisons (Fig. 5c).

**Fig. 5:**
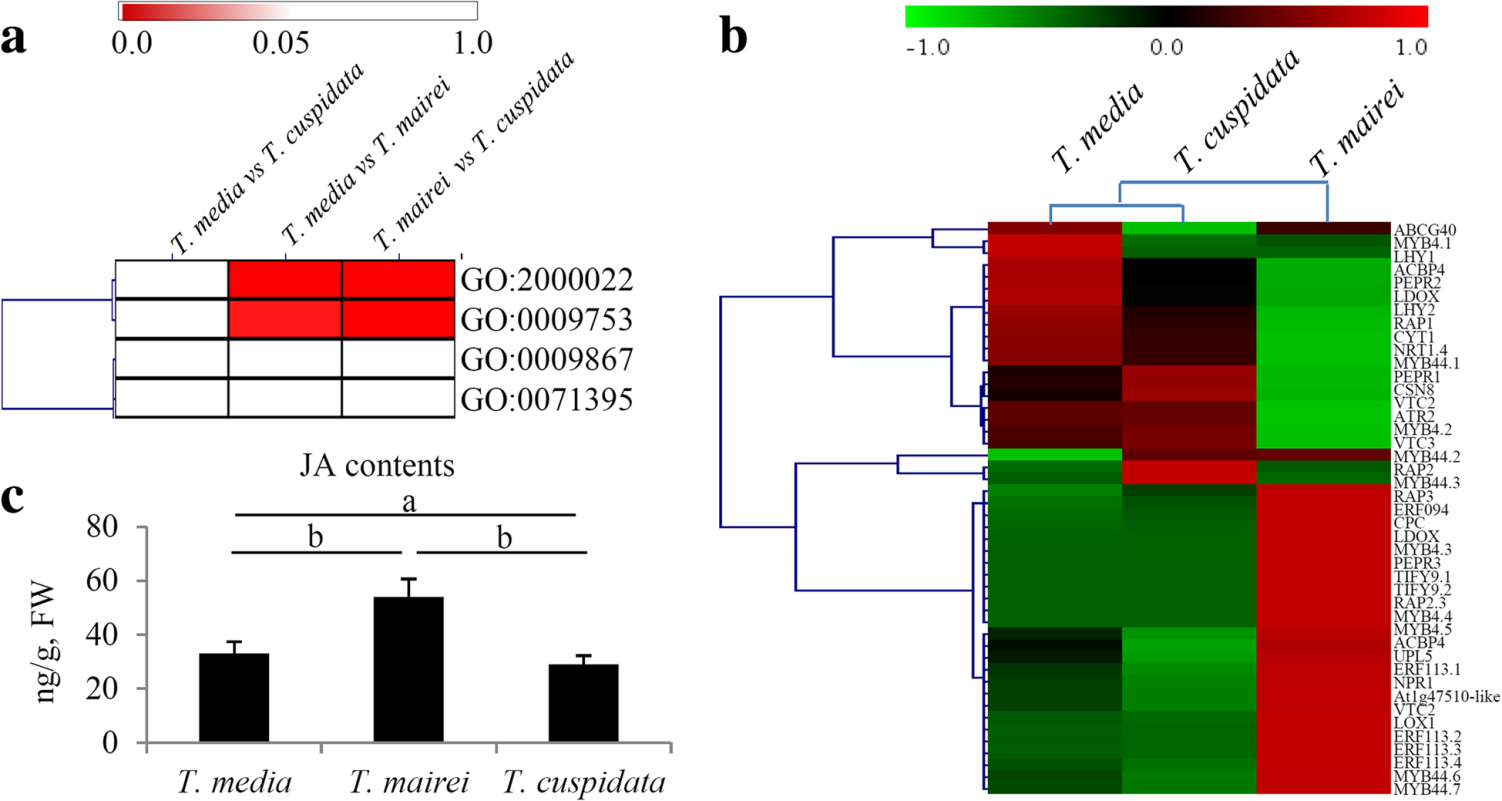
Analysis of transcriptome reveals the differences in JA pathway-related genes. **a** Significance analysis of five JA-related GO terms in three comparisons, including *T. media* vs *T. cuspidata*, *T. media* vs *T. mairei* and *T. mairei* and *T. cuspidate* comparisons, were shown by a heatmap. **b** Expression profiles of the transcription factor encoding genes related to JA signaling pathway were showed by a heatmap. **c** Determination of endogenous JA contents in three *Taxus* species. A *P* value > 0.05 was considered to be statistically significant and indicated by “b” and *P* < 0.05 was indicated by “a”

### Identifications of TFs families in *Taxus* species

A number of TFs were reported to play important roles in taxol biosynthesis. In our study, 736 putative TF encoding genes belonging to 17 major TF families were analyzed in *Taxus* (Additional file 7). 

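The copy of Additional file 7 used here is incomplete and holds 716 entries for 692 different unigenes, so no test was run on the list as a set. DEGs among these unigenes numbered 173 (25.0%) for *T. media* vs. *T. cuspidata*, 297 (42.9%) for *T. media* vs. *T. mairei* and 308 (44.5%) for *T. mairei* vs. *T. cuspidata*. Among all tested unigenes the shares were 25.8, 44.3 and 49.3%.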

A large number of TFs were included in the MYB family (174 genes), ARF family (90 genes), and WRKY family (61 genes). 

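In the entries held, the MYB family had 166 unigenes, of which 38 were DEGs for *T. media* vs. *T. cuspidata*, 70 for *T. media* vs. *T. mairei* and 67 for *T. mairei* vs. *T. cuspidata*. Of 89 ARF unigenes, 16, 28 and 29 were DEGs in these comparisons.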

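The share of DEGs differed between families. Between *T. media* and *T. cuspidata* it ran from 7.9% of 38 PHD unigenes to 5 of 10 MADS unigenes among families of 10 or more. Between *T. media* and *T. mairei* the range was from 15.8% (PHD) to 62.9% (WRKY), and between *T. mairei* and *T. cuspidata* from 23.7% (PHD) to 72.7% (MYB-related, 11 unigenes).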

The numbers of differential expressed TFs in the three comparisons were showed in Additional file 8. To screen key regulators for taxol biosynthesis, the expression levels of all TF genes were showed in a heatmap (Additional file 9).

## Discussion

Because *Taxus* plants are the major natural resource for taxol, comprehensive phytochemical analyses of *Taxus* species have been performed [6, 26]. A large number of compounds have been identified in various *Taxus* species [27]. However, the levels of taxoids accumulation may vary significantly among species. The previous study showed that the taxol contents in *T. mairei*, *T. media*, and *T. cuspidata* needles were 0.163 mg.g^− 1^, 0.435 mg.g^− 1^, and 0.249 mg.g^− 1^, respectively, by UFLC-ESI-MS and UFLC-DAD analysis [28]. In our study, *T. mairei* contained the lowest levels of taxol, which was in agree with the results from the previous work. However, the contents of taxol in *T. cuspidata* was higher than that in *T. media*. Another previous study showed that the taxol contents ranged from 0.1 to 0.4 mg.g^− 1^ in *T. mairei* needles in the course of a year [29]. Rikhari’s group showed that taxol content in the bark of Himalayan yew was related to tree age and sex [30]. The accumulation of taxol was greatly affected by natural environment and cultivation conditions, thus the taxol contents varied among different studies.

A substantial number of DEGs, among which 26 major metabolic pathways were enriched, were identified in the *T. media* vs. *T. cuspidata*, *T. media* vs. *T. mairei*, and *T. mairei* vs. *T. cuspidata* comparisons (Fig. 3b, c). Formation of diterpenoid taxane skeleton is an essential step for taxol biosynthesis, and it occurs before the cyclization of taxane skeleton [4]. In our study, the diterpenoid biosynthesis pathway significantly changed in the *T. media* vs. *T. cuspidata* and *T. media* vs. *T. mairei* comparisons. 

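KEGG places 15 tested unigenes in diterpenoid biosynthesis. As DEGs, 8 of them were called between *T. media* and *T. cuspidata* (53.3% against 26.7% of all unigenes with a pathway, exact hypergeometric p = 0.0252, 0.199 adjusted over the pathways). In the comparison of *T. media* with *T. mairei*, 10 were called (66.7% against 45.0%, same exact test, p = 0.0771, 0.371 adjusted). The p for *T. media* vs. *T. cuspidata* was below 0.05 in 21 of 21 alternatives and that for *T. media* vs. *T. mairei* in 10 of 21. Without *T. cuspidata* replicate 1 (0.00929) or *T. mairei* replicate 2 (0.00541) the latter fell below 0.05. The lone *T. mairei* library with counts is then assumed to vary like the other species.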

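Between *T. mairei* and *T. cuspidata*, 12 of the 15 diterpenoid biosynthesis unigenes were DEGs (80.0% against 49.9% of all unigenes with a pathway, exact hypergeometric p = 0.0171, 0.155 adjusted).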

No significant changes were observed in the *T. mairei* vs. *T. cuspidata* comparison (Fig. 3d). It suggested that the genes involved in diterpenoid biosynthesis shared a similar expression pattern between *T. mairei* and *T. cuspidata*. Additionally, the drug metabolism–cytochrome P450 pathway, containing a series of taxoid oxygenases, was significantly different in all three comparisons [7, 31]. 

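The p of diterpenoid biosynthesis for *T. mairei* vs. *T. cuspidata* ranged from 5.72e-05 without *T. cuspidata* replicate 1 to 0.427 under limma on log2(TPM + 1), and was below 0.05 in 10 of 21 alternatives. It rose above 0.05 without *T. media* replicate 2 (0.142) or 3 (0.0533), *T. cuspidata* replicate 2 (0.132) or 3 (0.143), or *T. mairei* replicate 1 (0.0783) or 2 (0.0663). Where 1 *T. mairei* library was left, it is assumed to vary like the other species. With 15 unigenes in the pathway, a change of few calls moves the p across the threshold. Whether the enrichment differs between the comparisons was not tested.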

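Of 48 tested unigenes in drug metabolism by cytochrome P450, 20 were DEGs for *T. media* vs. *T. cuspidata* (exact hypergeometric p = 0.0167, 0.139 adjusted over the pathways), 26 for *T. media* vs. *T. mairei* (p = 0.129, 0.503 adjusted) and 32 for *T. mairei* vs. *T. cuspidata* (p = 0.0138, 0.134 adjusted). The p was below 0.05 in 20, 5 and 19 of 21 alternatives. Without *T. media* replicate 2 the p for *T. media* vs. *T. cuspidata* rose to 0.0562.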

The differential expressions of the above two important metabolic pathways might provide a number of genes that were involved in the interspecific differential accumulations of taxol and its derivatives. In the taxol biosynthetic pathway, α- and β-phenylalanine are involved in the side chain assembly [32, 33]. KEGG analysis showed that the phenylalanine metabolism pathway was siginificantly enriched in all three comparisons, suggesting an involvement of side chain assembly in interspecific differential accumulations of taxol. Additionally, flavonoids and phenylpropanoids are important active ingredients isolated from *Taxus* reminder extracts [23, 34, 35]. 

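The phenylalanine metabolism pathway held 110 tested unigenes. DEGs numbered 57 for *T. media* vs. *T. cuspidata* (51.8% against 26.7%, exact hypergeometric p = 1.24e-08, 1.04e-06 adjusted), 59 for *T. media* vs. *T. mairei* (53.6% against 45.0%, p = 0.0416, 0.251 adjusted) and 66 for *T. mairei* vs. *T. cuspidata* (60.0% against 49.9%, p = 0.0202, 0.175 adjusted). In each of the last 2 comparisons, 20 of 21 alternatives kept the p below 0.05.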

Two enriched flavonoid metabolism-related pathways, including the flavonoid biosynthesis and flavone and flavonol biosynthesis pathways, were identified in the *T. media* vs *T. cuspidata* comparison. 

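For *T. media* vs. *T. cuspidata*, 36 of 65 flavonoid biosynthesis unigenes were DEGs (55.4%, exact hypergeometric p = 7.72e-07, 3.26e-05 adjusted), as were 20 of 29 flavone and flavonol biosynthesis unigenes (69.0%, p = 2.21e-06, 7.99e-05 adjusted). Against *T. mairei*, *T. media* had a p of 0.000175 for flavonoid biosynthesis and 0.0994 for flavone and flavonol biosynthesis. They were 0.155 and 0.0296 for *T. mairei* vs. *T. cuspidata*. The last of these rose above 0.05 without *T. cuspidata* replicate 1 (0.0787) or *T. mairei* replicate 2 (0.199). It was below 0.05 in 12 of 21 alternatives and reached 0.835 under limma on log2(TPM + 0.1). Without *T. mairei* replicate 2, the *T. mairei* library left is assumed to vary like the other species.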

Our data indicated that there were great differences in the accumulation of flavonoids between *T. media* and *T. cuspidata*. The phenylpropanoid biosynthesis pathway was enriched in all three comparisons, suggesting deep variations in various active ingredient metabolisms, not only taxol, among different *Taxus* species.

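Among 172 tested unigenes of phenylpropanoid biosynthesis, 85 were DEGs for *T. media* vs. *T. cuspidata* (49.4% against 26.7%, exact hypergeometric p = 7.41e-11, 1.87e-08 adjusted), 102 for *T. media* vs. *T. mairei* (59.3%, p = 9.18e-05, 0.00624 adjusted) and 107 for *T. mairei* vs. *T. cuspidata* (62.2%, p = 0.000637, 0.0202 adjusted). In 1 of 21 alternatives the p for *T. media* vs. *T. mairei* was above 0.05 (0.0698).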

Previous studies identified a number of taxol biosynthesis-related genes that were assigned into six GO terms [12, 36]. In the *T. baccata* plantlets, the taxane contents were correlated with the expression levels of *TXS*, *DBAT*, *BAPT*, and *DBTNBT* genes [37]. 

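Of the 32 taxol biosynthesis unigenes labelled in Fig. 4c, 13 were DEGs between *T. media* and *T. cuspidata*, 12 between *T. media* and *T. mairei* and 16 between *T. mairei* and *T. cuspidata*. Leaving out *T. cuspidata* replicate 2 lowered the last number to 10. With the other libraries left out in turn it stayed at 15 or below, and the numbers for the other comparisons lay between 9 and 17.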

In our study, there was a great difference in the expression of taxol biosynthesis-related genes between *T. media* and *T. cuspidata* (Fig. 4b). 

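By step, DEGs between *T. media* and *T. cuspidata* numbered 3 of 10 precursor supply unigenes, 1 of 4 of the diterpenoid taxane core, 6 of 13 of the hydroxylations and acylations, 0 of 2 of baccatin III formation and 3 of 3 of the C13-side chain. The baccatin III unigene comp20533_c0 (DBAT) had 9.46 ± 4.24 TPM (SD, n = 3) in *T. media* and 3.19 ± 2.58 in *T. cuspidata*. Its log2 fold change of 1.48 had a standard error of 0.56 and an adjusted p of 0.07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and it was a DEG in 7 of 21 alternatives. These were the leaving out of *T. cuspidata* replicate 2 (2.37), DESeq2 (1.46), library sizes only (1.70), unadjusted p, and limma on log2(TPM + 1) (1.40), log2(TPM + 0.1) (1.71) and log2(RPKM + 1) (1.58). In *T. mairei* comp20533_c0 had 29.8 ± 4.03 TPM, with every library above every library of the other species. It was a DEG against both, with log2 fold changes of -2.47 for *T. media* vs. *T. mairei* and 3.95 for *T. mairei* vs. *T. cuspidata*. The second baccatin III unigene, comp241003_c0, had 71 counts in *T. cuspidata* and none in the other species.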

The expression pattern of the taxol biosynthesis-related genes, including precursor supply (10 genes), diterpenoid taxane core (4 genes), hydroxylation and acylations (14 genes), baccatin III formation (2 genes), and C13-side chain assembly (3 genes), was investigated. The dynamic expression levels of these genes might provide a potential explanation for the interspecific differential accumulation of taxol.

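Between *T. mairei* and *T. cuspidata*, DEGs numbered 2 of 10 precursor supply unigenes, 3 of 4 of the core, 8 of 13 of the hydroxylations and acylations, 1 of 2 of baccatin III formation and 2 of 3 of the side chain. Between *T. media* and *T. mairei* they numbered 3, 2, 5, 1 and 1 of the same unigenes. The paper proposes that these expression levels might be a possible explanation for the differences in taxol accumulation between the species.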

The sequences and structural properties of key enzymes in the taxol biosynthesis pathway, which result in different catalytic efficiencies, are closely related to taxol production [38, 39]. For example, improvement of the 10-deacetylbaccatin III-10-β-O-acetyltransferase (DBAT) catalytic fitness contributes to the abundant accumulation of baccatin III [40]. Sequences of several key enzymes were re-assembled based on the independent transcriptomes from each *Taxus* species. Due to the unavailability of corresponding genome data, the assembled sequences of most taxol pathway-related genes were imperfect. Fortunately, the full-length sequences of most MEP pathway genes were available. Interestingly, for most MEP pathway genes, such as *DXR*, *DXS*, *MDS*, *CMK*, *GPPS*, and *GGPPS*, greater sequence similarities were observed between *T. cuspidata* and *T. media*. This result was consistent with the differential accumulation of taxol among the three *Taxus* species.

JA and MeJA have been widely applied to increase secondary metabolite production in various culture systems [41]. Exogenous MeJA has also been used as an effective elicitor to increase the production of paclitaxel and its derivatives in *Taxus* cell-suspension cultures [11, 42]. Considering the highest accumulation of endogenous JA in *T. mairei*, the level of endogenous JAs may not reach the threshold to play a role in taxol biosynthesis. Several TFs were involved in the JA-mediated transcriptional regulation of secondary metabolism in medicinal plants [43]. In our study, a number of JA pathway-related genes were identified, and their expression levels were also analyzed in the three *Taxus* species. Among these genes, some TFs, such as MYB, LHY, and ERF, were included (Fig. 5b). The differential expression of these JA-related TFs suggested distinct responses of the three *Taxus* species to exogenous MeJA application.

Furthermore, increasing evidences showed that various TF families, such as bHLH and WRKY, involved in the regulation of taxol biosynthesis [32]. For example, TcMYC1, TcMYC2, and TcMYC4 are involved in transduction of JA signals and regulation of taxol biosynthesis [44, 45]. A WRKY TF, TcWRKY1, plays a role in transcriptional activation of *DBAT* in *T. chinensis* [46]. In our study, 43 bHLH family and 61 WRKY family TFs were identified. 

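The incomplete list held here has 41 bHLH and 62 WRKY unigenes, all of which were tested.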

More than half of these bHLH TFs and most of these WRKY TFs were identified as DEGs in the *T. media* vs. *T. cuspidata* and *T. media* vs. *T. mairei* comparisons, providing a number of candidate regulators of taxol biosynthesis.

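Of the 41 bHLH unigenes, 17 (41.5%) were DEGs for *T. media* vs. *T. cuspidata* and 19 (46.3%) for *T. media* vs. *T. mairei*. Of the 62 WRKY unigenes, 22 (35.5%) and 39 (62.9%) were DEGs in these comparisons. For *T. mairei* vs. *T. cuspidata* the numbers were 18 bHLH (43.9%) and 40 WRKY unigenes (64.5%). With each library left out in turn, bHLH DEGs for *T. media* vs. *T. cuspidata* numbered 15 to 19 and WRKY DEGs 20 to 26.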

## Conclusions

Differential expressions of the genes involved in taxol biosynthesis pathway, including precursor supply-, diterpenoid taxane core-, hydroxylation and acylation-, baccatin III formation-, and C13-side chain assembly-related genes, might provide a potential explanation for the interspecific differential accumulation of taxol in different *Taxus* species. Phylogenetic analysis indicated that sequence diversity in the MEP pathway genes may be another factor that determines the variations in taxoids. Our results contribute to a deeper understanding of the interspecific differential accumulation of taxoids in three *Taxus* species.

## Additional files

Additional file 1: **Table S1.** The detail information of raw reads from different sample groups.

Additional file 2: **Figure S1.** Principal components analysis of the three transcriptomes.

Additional file 3: **Table S2.** KEGG classification of the unigenes.

Additional file 4: **Figure S2.** Phylogenetic analysis of the proteins associated with the MEP pathway.

Additional file 5: **Table S3.** The significant values of each JA-related GO terms in various comparisons.

Additional file 6: **Table S4.** The expression levels of the JA-related genes in different *Taxus* species.

Additional file 7: **Table S5.** Identifications of transcription factors of the three *Taxus* species.

Additional file 8: **Table S6.** The numbers of differential expressed TFs in the three comparisons.

Additional file 9: **Figure S3.** A heatmap of differential expressed TF genes in the three comparisons.

## Abbreviations

10-DAB: 10-deacetylbaccatin-III
ANOVA: Analysis of variance
CMK: 4-(Cytidine 5-diphospho)-2-C-methyl-D-erythritol kinase
DEG: Differential expressed genes
DXR: 1-Deoxy-D-xylulose 5-phosphate reductoisomerase
DXS1: 1-Deoxy-D-xylulose 5-phosphate synthase 1
GGPP: Geranylgeranyl diphosphate
GO: Gene Ontology
JA: Jasmonic acid;
KEGG: Kyoto Encyclopedia of Genes and Genomes
MDS: 2-C-methyl-D-erythritol 2,4-cyclodiphosphate synthase
MeJA: Methyl-jasmonate
MEP: 2-C-methyl-D-erythritol phosphate
UPLC-MS/MS: Ultra Performance Liquid Chromatography-Coupled Mass Spectrometry

# Supplementary material for: Transcriptome analyses provide insights into the expression pattern and sequence similarity of several taxol biosynthesis-related genes in three Taxus species
**Source:** BMC Plant Biol. 2019 Jan 21;19:33. doi: 10.1186/s12870-019-1645-x
**Supplement:** Supplementary file 2 — Figure S1. Principal components analysis of the three transcriptomes.

Figure S1 Principal components analysis of the three transcriptomes.

# Supplementary material for: Transcriptome analyses provide insights into the expression pattern and sequence similarity of several taxol biosynthesis-related genes in three Taxus species
**Source:** BMC Plant Biol. 2019 Jan 21;19:33. doi: 10.1186/s12870-019-1645-x
**Supplement:** Supplementary file 4 — Figure S2. Phylogenetic analysis of the proteins associated with the MEP pathway.

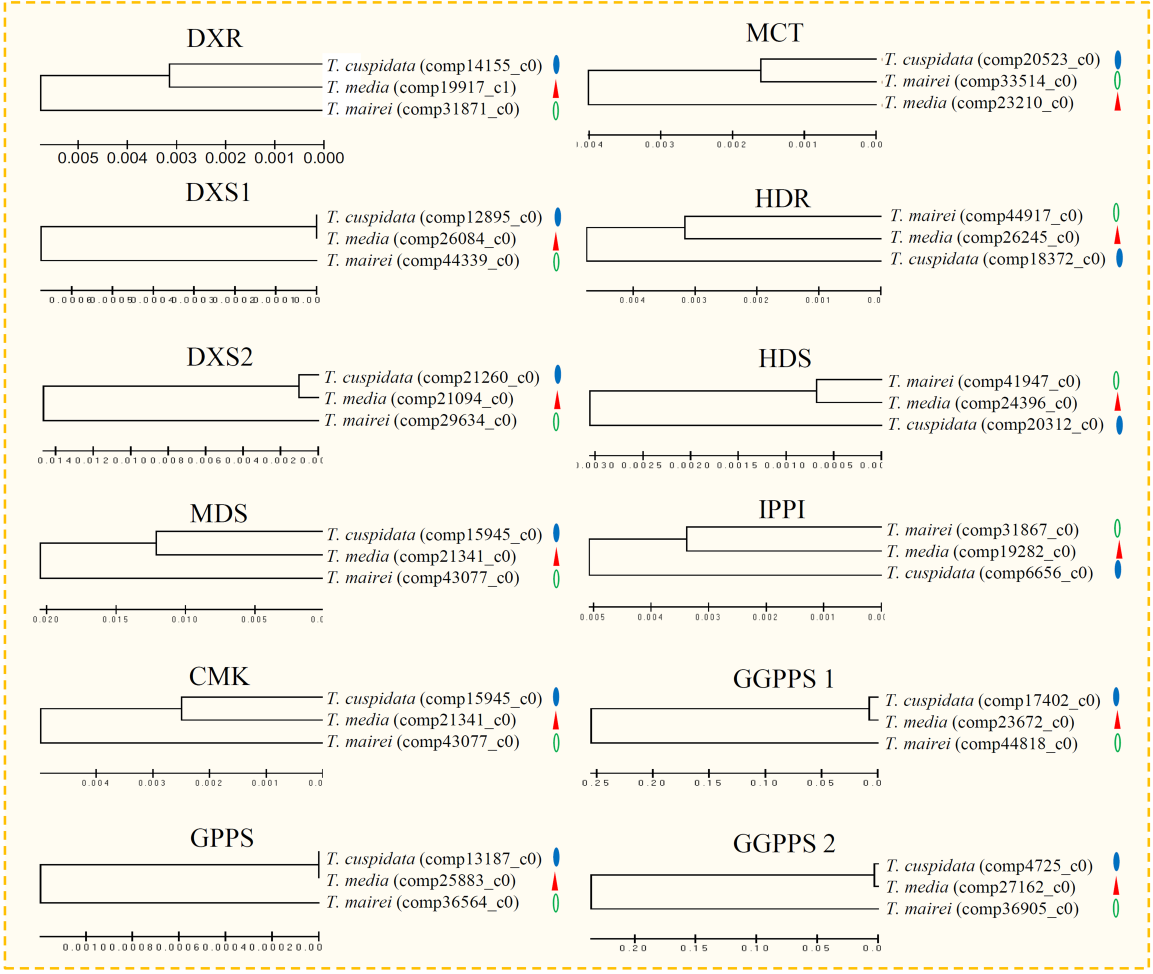

Figure S2 **Phylogenetic analysis of the proteins associated with the MEP pathway.** Phylogenetic trees of each enzyme associated with the MEP pathway were constructed using full length sequences. Enzymes abbreviations are: DXS: 1-Deoxy-D-xylulose 5-phosphate synthase; DXR: 1-Deoxy-D-xylulose 5-phosphate reductoisomerase; MCT: 2-C-methyl-D-erythritol 4-phosphate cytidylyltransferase; CMK: 4-(Cytidine 5-diphospho)-2-C-methyl-D-erythritol kinase; MDS: 2-C-methyl-D-erythritol 2,4-cyclodiphosphate synthase; HDS: 4-Hydroxy-3-methylbut-2-enyl-diphosphate synthase; HDR: 4-Hydroxy-3-methylbut-2-enyl diphosphate reductase; IPPI: isopentenyl diphosphate isomerase; GGPPS: geranylgeranyl diphosphate synthase.

# Supplementary material for: Transcriptome analyses provide insights into the expression pattern and sequence similarity of several taxol biosynthesis-related genes in three Taxus species
**Source:** BMC Plant Biol. 2019 Jan 21;19:33. doi: 10.1186/s12870-019-1645-x
**Supplement:** Supplementary file 9 — Figure S3. A heatmap of differential expressed TF genes in the three comparisons.

Figure S3 A heatmap of differential expressed TF genes in the three comparisons.

How the deposited data were processed for this re-analysis (not part of the article)

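Starting point. The authors' deposited tables were used as they stand, and no reads were aligned or counted again. They give expected counts and TPM for 8 libraries, and TPM with RPKM for *T. mairei* replicate 3, on 33895 unigenes of the authors' assembly. RPKM of the other 8 libraries were computed from the counts and the deposited effective lengths, which are the same in all files. Above 5 TPM, their ratio to TPM is within 2% of the median of the library for every unigene with 1 transcript, and for 43.5 to 50.2% of those with several. Fits without a *T. mairei* library hold 1 with counts, which is assumed to vary like the other species. No reference genome was used.

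DEGs. Expected counts were rounded and tested in edgeR 4.0.16 under R 4.3.3 with TMM factors (0.933 to 1.157), filterByExpr by species, one mean per species and the quasi-likelihood test with Benjamini-Hochberg adjustment. The plan was a single model of all 9 libraries. Because *T. mairei* replicate 3 has no counts, the model holds 8 libraries, and *T. mairei* enters with 2. In a further setting, the reads of that library were recovered from its RPKM, where 94.0% of 3526 low values lay within 0.1 of a whole read at a total of 37844121 reads.

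Recovery of known changes. Among 133 unigenes given a simulated change of at least 2 log2 units, edgeR called 62.4% for *T. media* vs. *T. cuspidata*, 51.1% for *T. media* vs. *T. mairei* and 56.4% for *T. mairei* vs. *T. cuspidata*, with the right sign for 100% of those called. It called 4, 5 and 1 unchanged unigenes. Limma on log2(TPM + 1) called 56.5, 45.5 and 44.4% of those it tested. In each simulated set only 200 of 32624 unigenes were changed, a far smaller share than that of the DEGs in the real libraries. The adjusted p depends on this share, so these rates need not hold for the real libraries.

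Sets. KEGG pathways and GO terms come from the deposited annotation and were tested by the hypergeometric distribution in scipy 1.17.1 under Python 3.11.15. Unigenes of the taxol pathway were read from Fig. 4c, JA-related unigenes from Table S4, and transcription factors from an incomplete copy of Table S5.

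Choices. The thresholds, the model, the rule for naming unigenes and 19 alternatives were set before the data were examined. Named unigenes are those named in the paper's text, labelled in Fig. 4c or listed in Table S4, whose published values had been seen. To these come, for each comparison, the 2 largest and 2 smallest log2 fold changes among DEGs detected in all 6 libraries, with every library of one species above every library of the other. The recovered reads, limma on RPKM, the enrichment tests under other DEG settings and the tallies by RPKM and normalized counts were added after the values were seen.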

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

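The tests on the unigenes of *T. cuspidata* replicate 1 and on the ribosomal protein unigenes were chosen only after the values were seen.

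In *T. cuspidata* replicate 1, the unnamed unigene comp15718_c0 (2414 bp) held 1675989 reads, 4.28% of those counted (95% Wilson interval 4.27 to 4.28%, counting error only). The other 8 libraries together held 43. Next came comp10334_c0 (ORF1) with 424713 reads and comp17342_c0 (ORF1) with 52011. Together these 3 unigenes held 5.49% of the library (5.49 to 5.50%). With cells of another organism in the sample, many unigenes would be found in this library alone. In this library, 15 unigenes had over 100 counts and under 10 in every other library. The number was 36 in *T. media* replicate 1 and 0 to 8 in the remaining libraries. The rule leaves out comp15718_c0 itself, which had 24 counts in another library. As the 15 is below *T. media* replicate 1 and above all remaining libraries, this count cannot decide on that explanation. A single foreign genome such as a virus may account for the 3 unigenes, but the 5.49% cannot tell this from another source.

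Over all 3 libraries of a species, 4928 unigenes (14.5%) had no reads although another species had over 10 counts on average. They lacked reads in *T. media* for 1967, in *T. cuspidata* for 3151 and in *T. mairei* for 1753. Too few reads might explain zeros at low counts, but 65.9% of these unigenes (3246) remained at a mean of over 50 counts. In *T. media* 1536 and in *T. cuspidata* 2431 remained, but in *T. mairei* only 618 of the 1753. Separate assembly of diverged copies of one gene could leave a complementary unigene for the same KEGG ortholog. Such orthologs numbered 107, against 109 to 142 in 1000 shuffles of the ortholog labels, so this test did not favour that explanation. Partners with a few stray reads were not counted by it. Among the DEGs, unigenes without reads in one of the species compared numbered 1401 (16.6%) for *T. media* vs. *T. cuspidata*, 2692 (18.6%) for *T. media* vs. *T. mairei* and 3376 (21.0%) for *T. mairei* vs. *T. cuspidata*.

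Of 105 unigenes with a pathway and reads in *T. media* alone, 36 (34.3%) encode ribosomal proteins, against 6.8% of the other unigenes with a pathway (Fisher's exact test, p = 5.94e-16). For *T. cuspidata* alone it was 0 of 14 and for *T. mairei* alone 7 of 203. Of the 36, 29 had reads in all 3 *T. media* libraries, at a median of 22.5 counts. Cells of another organism in the *T. media* samples could give such a set, and the 34.3% is in line with that without singling it out. Separate assembly of the yew gene is less likely, because each of the 36 has another unigene of its ortholog, with a median of 5890 counts in *T. media*. A gene copy present in *T. media* alone was not tested. Unigenes with reads in *T. media* alone held 0.109% of its reads.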

How the results depend on the processing

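Alternatives chosen only after values were seen are the recovered reads, limma on log2(RPKM + 1), and all enrichment tests under other DEG settings.

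Over all alternatives other than leaving out a library, 374 of the values of the principal results stayed within their limits, 23 moved, 2 gained a call and 4 lost one. With a library left out, the numbers were 261, 15, 2 and 1. A lone *T. mairei* library with counts is then assumed to vary like the other species. Where no reason is given, the cause was not tested.

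PCA. PC1 went from 67.6% to 53.5% with scaling to unit variance, 61.5% on untransformed TPM and 62.4% with unigenes detected in each species, and PC2 from 20.5% to 23.9% and 29.1% in the first 2 of these. The ratios of distances went from 2.09, 3.06 and 3.32 to 1.69, 2.12 and 2.23 with scaling, and to 2.86, 3.57 and 2.83 on untransformed TPM. On log2(TPM + 0.1) the ratios of *T. media* and *T. cuspidata* to *T. mairei* were 2.74 and 3.0, and with unigenes detected in each species the 3 ratios were 1.98, 2.62 and 2.90. Leaving out a library gave 62.1 to 72.6% for PC1, 16.9 to 25.0% for PC2, and ratios of 1.97 to 2.30, 2.91 to 3.35 and 3.15 to 3.66.

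DEGs. Limma on log2(TPM + 1) raised those higher in *T. media* than in *T. mairei* from 6787 to 11381, and those higher in *T. cuspidata* than in *T. mairei* from 7027 to 10562. On log2(TPM + 0.1) they were 12352 and 11419. With a replicate block they totalled 7108, 12637 and 14421, although same-numbered libraries do not pair (r of deviations -0.05 to 0.04, against -0.05 to 0.08 for other pairs). At over 50 counts, 3246 of 4928 unigenes without reads in a species remained.

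Sets. The KEGG pathways for *T. mairei* vs. *T. cuspidata* fell from 40 to 25 under limma on log2(TPM + 1) and to 17 on log2(TPM + 0.1). The 17 lies within the central range of the random sets. For the JA-related unigenes, Fisher's exact p went from 0.148 to 0.0199 with library sizes only and 0.0447 under limma on RPKM for *T. media* vs. *T. cuspidata*, and from 0.00989 to 0.0545 with library sizes only for *T. media* vs. *T. mairei*. For *T. mairei* vs. *T. cuspidata* it went from 0.0411 to 0.23 at a mean count of at least 50, 0.095 with only the libraries compared, and 0.181 without unigenes at 0 in a species, which left these out of the list alone. With them left out of the other unigenes too, it was 0.0306. Leaving out a library gave 0.0445 to 0.321 for *T. media* vs. *T. cuspidata* and 0.00167 to 0.0739 for *T. mairei* vs. *T. cuspidata*. Taxol pathway DEGs for *T. mairei* vs. *T. cuspidata* then numbered 10 to 15.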

Differences from the paper's values

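Enrichment settings named here were chosen only after the values were seen, as no alternative for enrichment was set before the data were examined. Where a setting drops items, these are terms the paper calls whose p is then not below 0.05. The test behind the passages itself drops 3 of the paper's 8 GO items and 2 of its 13 KEGG items, so a setting with fewer is nearer to the paper. Fits without a *T. mairei* library assume that the one left varies like the other species.

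KEGG pathways. The paper gives 18 pathways for *T. media* vs. *T. mairei* and 11 for *T. mairei* vs. *T. cuspidata*, and the values here are 45 and 40. Counting pathways by Benjamini-Hochberg adjusted p, a setting chosen after the values were seen, gives 22 and 12, within 1.5 times of the paper's values, and drops 7 of the paper's 13 KEGG items. For *T. media* vs. *T. cuspidata* it gives 16, further than 1.5 times from the paper's 26, where 38 pathways at an unadjusted p were within it. Diterpenoid biosynthesis and cytochrome P450 drug metabolism then have an adjusted p above 0.05 in every comparison.

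GO terms for *T. media* vs. *T. cuspidata*. For ‘paclitaxel biosynthetic process’ the paper's p is 1.05e-9 and the value here 4.26e-10. Limma on log2(TPM + 0.1) (7.29e-10) and leaving out *T. mairei* replicate 1 (1.05e-09), both chosen after the values were seen, come within 1.5 times of it and drop 2 and 1 of the paper's 8 GO items. For ‘taxane 10-beta-hydroxylase activity’ the paper's p is 3.21e-4 and the value here 1.89e-05. Library sizes only (0.000472), leaving out *T. cuspidata* replicate 1 (0.000234) and limma on log2(RPKM + 1) (0.000224), chosen after the values were seen, come near it and drop 3, 2 and 1 of the 8. For ‘2-alpha-hydroxytaxane 2-O-benzoyltransferase activity’ the paper's p is 1.11e-3 and the value here 0.000291. Only unigenes detected in each species, chosen after the values were seen, gives 0.000959 and drops 2 of the 8. For ‘taxadiene 5-alpha-hydroxylase activity’ the paper's p is 8.36e-3 and the value here 0.125, and no setting came within 1.5 times of it.

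JA terms. For ‘regulation of jasmonic acid mediated signaling pathway’ in *T. media* vs. *T. mairei* the paper's p is 0.034 and the value here 0.219. Only the libraries compared (0.0453), leaving out *T. cuspidata* replicate 3 (0.0376), recovered reads (0.0387) and limma on log2(RPKM + 1) (0.0377), chosen after the values were seen, come near it and drop 2, 3, 2 and 1 of the 8. For ‘response to jasmonic acid stimulus’ the paper's p is 0.048 in *T. mairei* vs. *T. cuspidata* and 0.033 in *T. media* vs. *T. mairei*, and the values here are 0.0271 and 0.00307. For *T. mairei* vs. *T. cuspidata*, only the libraries compared (0.0545), the replicate block (0.0537), only unigenes detected in each species (0.0426) and leaving out *T. cuspidata* replicate 2 (0.0573), chosen after the values were seen, come near it and drop 2, 3, 2 and 3 of the 8. For *T. media* vs. *T. mairei* no setting does.

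PCA. The paper gives 18.4% for PC1 and 36.2% for PC2, and the values here are 67.6% and 20.5%. None of the 14 alternatives set before the data were examined comes within 1.5 times of the paper's PC1. For PC2, untransformed TPM (29.1%) and leaving out *T. mairei* replicate 1 (24.6%), 2 (25.0%) or 3 (24.9%) do, and the other 10 do not. The paper's share for PC1 is below its share for PC2, although components are numbered by falling share. With the labels exchanged, a reading chosen after the values were seen, the paper's 18.4% is within 1.5 times of the 20.5% here, and its 36.2% is not within 1.5 times of the 67.6%. Scaling to unit variance (53.5%, 23.9%), set before the data were examined, then comes within 1.5 times of both, and no other alternative does for the 36.2%.

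Correlations. The coefficients printed in Fig. 2a are those found here with the numbers of replicates 1 and 3 exchanged in each species.

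DEGs of *T. media* vs. *T. mairei* alone. The paper shows about 2000 in Fig. 3b, read by eye, and the value here is 1282. Of the 4 alternatives set for the overlap before the data were examined, DESeq2 (1354) comes within 1.5 times of it and unadjusted p, only unigenes detected in each species and no filter do not. Alternatives set for the DEG counts before the data were examined, but looked at for the overlap only after the values were seen, also come near. These are limma on log2(TPM + 1) (2031) and on log2(TPM + 0.1) (2084), only the libraries compared (2352), library sizes only (1421), and leaving out *T. cuspidata* replicate 1 (1413), 2 (1666) or 3 (1648). So do recovered reads (1377) and limma on log2(RPKM + 1) (1544), both added after the values were seen. In each of these settings, 0 of the 7 regions of Fig. 3b differ by more than 1.5 times.

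Transcription factors. The paper gives 347 DEGs for *T. media* vs. *T. cuspidata* and 146 for *T. mairei* vs. *T. cuspidata*, and the incomplete list here gives 173 and 308. In the paper's Table S6 the numbers for *T. media* vs. *T. cuspidata* and *T. media* vs. *T. mairei* are equal in 17 of 17 families, and in 1 of 17 here. None of 19 alternatives set before the data were examined comes within 1.5 times of either. For bHLH the paper gives 31, 31 and 11 for *T. media* vs. *T. cuspidata*, *T. media* vs. *T. mairei* and *T. mairei* vs. *T. cuspidata*, and the values here are 17, 19 and 18. For the first none of the 19 comes near. For the second limma on log2(TPM + 0.1) (22) and leaving out *T. cuspidata* replicate 3 (21) do, and the other 17 do not. For the third the replicate block (15), only unigenes detected in each species (16) and leaving out *T. mairei* replicate 1 (15) or 2 (14) do, and the other 15 do not. For WRKY the paper gives 61 for *T. media* vs. *T. cuspidata* and 61 for *T. media* vs. *T. mairei*, and the values here are 22 and 39. For the first none of the 19 comes near, and for the second only limma on log2(TPM + 1) (41) does.

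Direction. More DEGs were higher in *T. mairei* than in *T. cuspidata* here, the reverse of the paper's sentence. Limma on log2(TPM + 1) and on log2(TPM + 0.1), set before the data were examined, give the paper's side, and the other alternatives do not. The paper's Tables S3 and S6 head this comparison as *T. cuspidata* vs. *T. mairei*, the reverse order of its text. With the species of the paper's sentence exchanged, its direction is the one found here and both of its numbers are within 1.5 times of those here. Diterpenoid biosynthesis had a p below 0.05 for *T. mairei* vs. *T. cuspidata* and not for *T. media* vs. *T. mairei*, the reverse of the paper. The paper's pattern was reached, among settings chosen after the values were seen, with only the libraries compared (0.0114 for *T. media* vs. *T. mairei*, 0.0891 for *T. mairei* vs. *T. cuspidata*), the replicate block (0.0402, 0.11), limma on log2(TPM + 1) (0.000807, 0.427), on log2(TPM + 0.1) (0.00135, 0.317) and on log2(RPKM + 1) (0.0073, 0.13), and without *T. mairei* replicate 2 (0.00541, 0.0663). These drop 1, 2, 1, 3, 1 and 1 of the paper's 13 KEGG items. For cytochrome P450 drug metabolism the p for *T. media* vs. *T. mairei* was not below 0.05. It was under DESeq2 (0.0252), unadjusted p (0.0407), limma on log2(TPM + 1) (0.0136), only unigenes detected in each species (0.0446) and recovered reads (0.0297), chosen after the values were seen, which drop 1, 0, 1, 1 and 1 of the 13. The p of ‘regulation of jasmonic acid mediated signaling pathway’ for *T. mairei* vs. *T. cuspidata* was above 0.05, and fell below it with the replicate block (0.0428), only unigenes detected in each species (0.0404) and without *T. mairei* replicate 1 (0.0361) or 2 (0.032), chosen after the values were seen, which drop 3, 2, 1 and 1 of the 8. By distance, *T. media* and *T. cuspidata* were the closest species, except on untransformed TPM.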

Other observations

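The comparisons by Q30 were chosen only after the results were seen, and the totals of RPKM and TPM had been seen before limma on RPKM was run.

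More DEGs against *T. mairei*. With counts summed per KEGG ortholog, 12.2% of 2093 orthologs were DEGs for *T. media* vs. *T. cuspidata*, 23.1% for *T. media* vs. *T. mairei* and 30.0% for *T. mairei* vs. *T. cuspidata*. Single unigenes gave 25.8, 44.3 and 49.2%, and 20 shuffles of the labels 18.5 to 23.3, 38.3 to 41.3 and 43.0 to 47.4%. The drop below the shuffles could come from one gene assembled as separate unigenes in diverged species. Summing did not remove the excess among these orthologs. *T. media* vs. *T. mairei* still had 1.89 times the share of *T. media* vs. *T. cuspidata*, against 1.71 for single unigenes. The shuffles gave 1.69 to 2.11. Summing joins only copies that carry the same ortholog, among the 8221 unigenes with one. Separate assembly of other genes as a cause of the excess is therefore not excluded. A difference between sequencing runs may add to the excess. Every *T. mairei* library had at least 96.96% of bases at Q30 against 96.11% or less in the others, and species and run cannot be told apart.

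Grouping by species. For each comparison, the 6 libraries can be split into groups of 3 in 10 ways, and 1 of 10 splits, the real one, gave as many DEGs. Every other split gave 0. With 10 splits the share cannot fall under 0.1, so this count alone cannot exclude chance. In 20 simulated sets of libraries without differences between species, at most 2 unigenes were called. The DEGs of the 8 libraries with counts numbered 8418, 14440 and 16095. For these numbers, the simulated sets argue against chance if libraries vary independently with the spread fitted within species, as simulated. A difference between sequencing runs is not covered by them.

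TPM and the direction of DEGs. Limma on RPKM gave 9394 unigenes higher in *T. mairei* than in *T. cuspidata*, on the side of the counts, where limma on log2(TPM + 1) gave 7359. RPKM and TPM differ by one factor per library, on average 1.96 in *T. mairei* and 1.24 in *T. cuspidata*, within 2% for 83.8 to 100% of unigenes above 5 TPM. The others have several transcripts. As these totals had been seen and all but fix the outcome, the test cannot tell what causes the split. Unigenes with an effective length below 100 bp held 25.1 to 25.7% of TPM in *T. mairei* and 10.7 to 14.6% in the other species.

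Replicate 1 of *T. cuspidata*. Without the 3 unigenes that take many of its reads, its r with replicate 2 rose from 0.865 to 0.938, below the 0.95 set for this test, so these unigenes are a possible cause of only part of the gap to the 0.986 of replicates 2 and 3. Unigenes differing over 2-fold from replicates 2 and 3 numbered 1554 and 1702, against 341 between those. In the other species the 3 largest of 6 numbers were 1964 for *T. mairei* replicates 2 and 3, 1491 for *T. mairei* replicates 1 and 3, and 1299 for *T. media* replicates 1 and 2.

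Hydroxylases. Of all 60 tested unigenes with a GO term for a taxane hydroxylase, 28 (46.7%) were highest in *T. cuspidata* by TPM, against 34.4% of all tested unigenes (Fisher's exact test, p = 0.0559). By normalized counts the shares were 43.3% and 31.5% (Fisher's exact test, p = 0.0519), and by RPKM 43.3% and 27.0%. Of the 85 unigenes of ‘paclitaxel biosynthetic process’, 51.8% were highest in *T. cuspidata* by TPM. All of these shares were above those of all tested unigenes, but the share by RPKM and that of the 85 unigenes were not tested. Whether the choice of unigenes in Fig. 4c could have favoured *T. cuspidata* cannot be told from p this close to the threshold.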
